# Normal formation of a vertebrate body plan and loss of tissue maintenance in the absence of *ezh2*

**DOI:** 10.1038/srep24658

**Published:** 2016-05-05

**Authors:** Bilge San, Naomi D. Chrispijn, Nadine Wittkopp, Simon J. van Heeringen, Anne K. Lagendijk, Marco Aben, Jeroen Bakkers, René F. Ketting, Leonie M. Kamminga

## Abstract

Polycomb group (PcG) proteins are transcriptional repressors of numerous genes, many of which regulate cell cycle progression or developmental processes. We used zebrafish to study Enhancer of zeste homolog 2 (Ezh2), the PcG protein responsible for placing the transcriptional repressive H3K27me3 mark. We identified a nonsense mutant of *ezh2* and generated maternal zygotic (MZ) *ezh2* mutant embryos. In contrast to knockout mice for PcG proteins, *MZezh2* mutant embryos gastrulate seemingly normal, but die around 2 days post fertilization displaying pleiotropic phenotypes. Expression analyses indicated that genes important for early development are not turned off properly, revealing a regulatory role for Ezh2 during zygotic gene expression. In addition, we suggest that Ezh2 regulates maternal mRNA loading of zygotes. Analyses of tissues arising later in development, such as heart, liver, and pancreas, indicated that Ezh2 is required for maintenance of differentiated cell fates. Our data imply that the primary role of Ezh2 is to maintain tissues after tissue specification. Furthermore, our work indicates that Ezh2 is essential to sustain tissue integrity and to set up proper maternal mRNA contribution, and presents a novel and powerful tool to study how PcG proteins contribute to early vertebrate development.

Early development of multi-cellular organisms is a highly dynamic process requiring an exquisite and tight control over establishment and maintenance of cellular identity. Deregulation of these processes can lead to malformations or disease. Hence, a proper understanding of both cellular differentiation and maintenance of cell fate is relevant in many different settings.

To enable proper cellular specification, expression profiles have to become spatially and temporally restricted during development. Because every cell in theory has the same DNA content gene expression has to be determined at a higher order of regulation. This is in part achieved by chromatin: the complex of DNA wrapped around an octamer of histones plus associated proteins. The histone-octamer contains histones H2A, H2B, H3, and H4, which can be post-translationally modified^1^. In addition, DNA itself can be modified by methylation^2^. The combination of modifications, sometimes also referred to as the epigenome, is thought to determine the accessibility and transcriptional activity of DNA.

One of the protein complexes affecting chromatin modifications is the well-conserved Polycomb group (PcG) complex that was first identified in *Drosophila*. PcG proteins repress gene expression by depositing repressive histone marks, H3K27me3 and H2AK119Ub^3^. Well-known targets of PcG proteins are *Hox* genes^4^. Pioneering work established that PcG proteins are essential for proper patterning during early embryogenesis. In addition, it is proposed that PcG proteins are essential to balance pluripotency and differentiation potential of stem cells^5^,^6^,^7^,^8^. Besides a role in early embryogenesis, PcG proteins are important for tissue-specific development^9^,^10^,^11^,^12^.

PcG proteins are basically found in two complexes, Polycomb Repressive Complex 1 (PRC1) and PRC2. PRC2 contains Enhancer of Zeste Homolog 2 or 1 (EZH2/EZH1), Embryonic Ectoderm Development (EED), and Suppressor of Zeste 12 (SUZ12). In the canonical Polycomb pathway PRC2 is recruited to chromatin before PRC1. EZH2 has a catalytically active SET domain that places the repressive H3K27me3 mark. EZH1 also has methyltransferase activity, although less than EZH2^13^, and is postulated to complement the function of EZH2^14^. In addition, EZH2 is thought to act during proliferation, whereas EZH1 operates more in differentiated cells^15^. Following H3K27 tri-methylation, PRC1 is recruited, allowing the PRC1 component RING1 to ubiquitylate lysine 119 of histone H2A, stabilizing the repressive mark^3^. However, recent studies implicate that PRC1 is also active in the absence of PRC2^16^. In addition, it was shown that PRC1 can promote H3K27 methylation via a positive feedback loop^17^.

Most PcG mouse mutants display pre-gastrulation embryonic lethality^5^,^18^,^19^. In mice, both homologs of RING1, Ring1 and Rnf2, are essential for development of primordial germ cells. During oogenesis Ring1 and Rnf2 serve redundant transcriptional functions, which are essential for proper zygotic genome activation (ZGA). Mutant embryos fail to activate gene transcription and loss of *Ring1* and *Rnf2* has an effect on development-associated genes^20^,^21^.

Although it is clear from published work that PcG proteins are involved in conserved processes that are essential for organismal functioning, many critical questions remain unanswered. For instance, it is not known what their role is during early development of a vertebrate system, a question that can be well addressed in zebrafish. PcG proteins are conserved in zebrafish as well as their accompanying epigenetic marks. Before ZGA, which starts around mid-blastula transition (MBT, 3.3 hours post fertilization) and is accompanied by degradation of maternal transcripts^22^,^23^,^24^,^25^, levels of H3K4me3 (a mark associated with active gene transcription) and H3K27me3 are low. From MBT onwards, the number of genes harboring H3K4me3 increases, which is followed by an increase of RNA Polymerase II occupancy. At the same time the number of genes marked with H3K27me3 slowly increases, suggesting a balance between gene activation and gene repression^25^,^26^,^27^. This also implies that H3K4me3 and H3K27me3 are important during early embryonic development, presumably for cell fate specification or maintenance. A hint for this comes from *rnf2* mutant zebrafish embryos that die around 4–5 days post fertilization (dpf), a time at which organogenesis is normally completed, displaying defects in pectoral fin development^28^.

In this study we generated maternal zygotic mutants for *ezh2* to determine the role of Ezh2 during embryonic development. This unique model system makes it possible to obtain detailed information about the function of Ezh2 during early development. Our data show that Ezh2 is dispensable for gastrulation and tissue specification in zebrafish, despite major overall changes in gene expression, a finding that contrasts phenotypes observed in mice. Furthermore, our data indicate that Ezh2 is required for tissue maintenance in at least three different organs.

## Results

### Ezh2 is conserved in zebrafish

The Polycomb group protein Ezh2 is conserved between many species (Fig. 1a and Supplementary Fig. S1). In vertebrates, Ezh2 has a WD repeat domain at the N-terminus, which is implicated in binding Eed and Suz12 (Fig. 1a). In addition, the protein contains a SET domain at the C-terminus, which has histone methyltransferase activity. In contrast to the WD repeat domain, the SET domain is also present in invertebrate species.

When analyzing the mRNA expression profile of *ezh2* in zebrafish we found that *ezh2* mRNA is maternally loaded into the embryo, as we can detect it already at the two-cell stage (Fig. 1b), however Ezh2 protein does not seem to be maternally provided and is only visible after zygotic genome activation (Supplementary Fig. S2). During further early stages of development *ezh2* mRNA is expressed ubiquitously, but becomes more restricted later during development. At 3 dpf *ezh2* expression is restricted to the tectum, mid-hindbrain region, eyes, branchial arches, and gut (Fig. 1b).

### Generation of maternal zygotic ezh2 mutants

From an ENU-mutagenized library, a pre-mature stop mutation in *ezh2* (*hu5670*) was identified (Supplementary Fig. S1)^29^. As shown in Fig. 1b, *ezh2* mRNA is maternally provided. To study the effect of a complete loss of Ezh2 function on early development, we additionally eliminated the maternally provided *ezh2* mRNA. In zebrafish, this can be achieved through germ cell transplantations (Fig. 2a)^30^. Surprisingly, we were able to generate fertile males and females carrying *ezh2* mutant germ cells. *In situ* hybridization for *ezh2* showed that maternal contribution as well as zygotic expression of *ezh2* was indeed lost in maternal zygotic *ezh2* (*MZezh2*) mutants (Fig. 2b). In heterozygous siblings maternal transcripts are also absent, while zygotic expression of *ezh2* mRNA is present at around 50% epiboly (Fig. 2b). We subsequently investigated the presence of Ezh2 and H3K27me3 by immunohistochemistry. At 1 dpf Ezh2 and H3K27me3 are clearly detectable in wildtype embryos, while both are undetectable in *MZezh2* mutants (Fig. 2c,d). Together these data indicate that *ezh2*(*hu5670*) is a strong loss of function allele.

Since *hox, pax,* and *shh* genes are well-known targets of PcG proteins, we investigated whether these transcripts were differentially expressed in *MZezh2* mutants. Indeed, the clear boundary of *hoxa9b* expression is shifted anteriorly in *MZezh2* mutant embryos at 1 dpf (Fig. 2e, Supplementary Fig. S2). In addition, expression of *pax2* was no longer restricted to the optic stalk, but was present in the entire eye. Expression of *shh* was also observed outside the regular boundaries of expression at 1 dpf. At 2 dpf *shh* expression was prolonged and still visible in the notochord in *MZezh2* mutants, while this is not observed in heterozygous siblings. Interestingly, zebrafish embryos that lack maternal *ezh2*, but do express zygotic *ezh2*, display normal spatiotemporal expression patterns for *hoxa9b, pax2,* and *shh* (Fig. 2e)^28^,^31^,^32^, indicating that zygotic *ezh2* expression can rescue the loss of maternal *ezh2* during embryonic patterning. Consistent with this, animals lacking only maternally provided *ezh2* are viable and fertile (data not shown).

*MZezh2* mutant embryos complete gastrulation and appear to have a normal gross body plan at 1 dpf (Fig. 3a). However, these embryos seem to lack a clear mid-hindbrain boundary, even though *pax2* expression is present at this region (Fig 2e). At 2 dpf *MZezh2* mutant embryos display a pleiotropic phenotype, including small eyes, accumulation of blood near the yolk extension, a stringy heart, heart edema, and absence of pectoral fins (Fig. 3a). To determine whether these phenotypes are caused by the loss of *ezh2*, *ezh2* mRNA was injected into one-cell-stage *MZezh2* mutants and heterozygous siblings. At 2 dpf, *ezh2* mRNA-injected *MZezh2* mutants were phenotypically indistinguishable from the heterozygous siblings, evidenced by normally sized eyes and normal circulation of the blood (Fig. 3b). This indicates that the observed pleiotropic phenotype is a specific result from the loss of *ezh2*.

Since Ezh1 could potentially take over part of the function of Ezh2, we addressed the expression of *ezh1*. Until 1 dpf we could not detect *ezh1* by qPCR in *MZezh2* mutants and wildtype control embryos (Fig. 3c), indicating that during the first 24 hours of development, *MZezh2* mutants most likely lack all H3K27 trimethylation activity.

To gain information about developmental processes in the *MZezh2* mutants, we performed spatiotemporal expression analyses for *eng1* (muscle pioneer marker), *myoD* (myogenic differentiation marker), *ntl* (mesodermal marker), and *krox20* (neural marker). *eng1*, *myoD*, and *ntl* all show expression patterns comparable to expression in heterozygous sibling and wildtype embryos at 1 dpf (Fig. 3d,e, Supplementary Fig. S2)^33^, indicating that muscle tissue is formed and can differentiate in *MZezh2* mutants. However, like for *shh* we observed sustained expression of *ntl* in the notochord of *MZezh2* mutant embryos at 2 dpf (Fig. 3e), which was not observed in heterozygous siblings and wildtype embryos (Fig. 3e, Supplementary Fig. S2). In addition, expression of *krox20* appeared to be less prominent in both rhombomere 3 and 5 in *MZezh2* mutant embryos compared to heterozygous siblings and wildtype embryos (Fig. 3e, Supplementary Fig. S2).

These data surprisingly demonstrate that various cellular lineages are properly specified in absence of Ezh2 activity. Interestingly, soon after the body plan has been established, Ezh2 is required for further differentiation of cells in different tissues.

### Ezh2 affects the load of maternal mRNA in zygotes

The above results clearly demonstrate that *ezh2* is maternally provided and indicate that it has profound effects on zebrafish development, even though *MZezh2* mutant embryos survive gastrulation and are able to develop a grossly normal body plan. Given that ZGA occurs around MBT, maternally provided *ezh2* may affect gene expression during the first hours of development or in the oocyte, while resulting in detectable phenotypes much later.

To address this we analyzed gene expression in wildtype and *MZezh2* mutant embryos at 0 hpf (zygote) and 3.3 hpf (MBT) using an Agilent 4 × 44K array (Fig. 4a). 

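Each array compared *MZezh2* with wildtype RNA of 1 stage, either zygotes at 0 hpf, whose mRNA is maternal, or embryos at 3.3 hpf, around the onset of zygotic transcription. *MZezh2* embryos descended from parents with *ezh2* mutant germ cells and lacked intact maternal and zygotic *ezh2*, which encodes the catalytic subunit of Polycomb repressive complex 2 (PRC2). In wildtype the paper found maternal *ezh2* mRNA, but saw Ezh2 protein only after activation of the zygotic genome. There were 2 biological replicates per stage, and each was hybridised to 2 arrays with the dyes swapped, so that 8 arrays were read. The paper gives 200 ng of total RNA per labelling, whereas the sample labels give 100 ng. The authors deposited the scanner's spot intensities, and their methods name background correction, loess, Aquantile and the eBayes test of limma. Here the median spot signals were background corrected with normexp (offset 50), normalized by loess within and Aquantile between arrays, and turned to *MZezh2* over wildtype. The dye-swapped arrays of a replicate were averaged. Of 43603 probes, 27550 were well above background in both replicates of at least 1 genotype and stage. The brightest probe per gene was kept, which gave 17449 genes, 9761 of them with a gene symbol. Genes were called at an adjusted p under 0.05 from limma, with 1 estimate of the spread shared by both stages. Changes with time were fitted on the levels of the 8 RNA samples, with the pair hybridised together as a random block. Shifts of gene lists were tested with camera at a preset correlation of 0.01. With the correlation estimated from the data, no camera call held at an adjusted p under 0.05, so each is given with that second p. That form of the test has only the 2 residual degrees of freedom, so its loss of calls alone is no measure of correlation between genes. For nucleolar genes at 0 hpf the estimated correlation was 0.007, under the preset one. Their unadjusted camera p still rose from 2.54e-09 to 0.0242. For several other lists the estimate lay over the preset one, with 0.248 for *hox*, 0.123 for other developmental genes and 0.083 for myocardial markers. Correlation between genes may add to the loss of calls there. The median signal was 4.98 to 5.63 times the background in Cy3 on the slide of replicate 1 and 3.47 to 4.04 times on the slide of replicate 2. In Cy5 it was 2.04 to 2.63 times, and 0 spots were saturated. Replicate 1 of every genotype and stage lay on 1 slide and replicate 2 on the other, so values are also given per replicate and with the replicate as a block. The number of arrays limits the precision. Because both normalizations place the middle of each array at a common level, changes are relative to the other transcripts.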

We identified pronounced differences in gene expression between wildtype and *MZezh2* mutant zygotes already at 0 and 3.3 hpf (Fig. 4b). 

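*ezh2* mRNA was 13.34-fold lower in *MZezh2* than in wildtype zygotes (log2 fold change -3.74, standard error 0.13, -3.88 and -3.59 in the n = 2 replicates, adjusted p = 0.00195 from limma). At 3.3 hpf it was 13.33-fold lower, with -3.90 and -3.57 in the replicates (adjusted p = 0.00259). Another *ezh2* probe gave -3.05 at 0 hpf (adjusted p = 0.00314). These probes measure the mRNA of the mutant allele, not the protein. In zygotes 2911 genes were higher and 3270 lower in *MZezh2*, which is 35.4% of the genes tested, and at 3.3 hpf 1819 were higher and 1257 lower, or 17.6%. Genes more than 2-fold higher numbered 1106 in replicate 1 and 715 in replicate 2 at 0 hpf, against 1181 and 982 more than 2-fold lower. With median centring in place of loess there were 1999 higher and 4085 lower genes at 0 hpf and 1514 higher and 2016 lower at 3.3 hpf. At 3.3 hpf 1209 and 818 genes were more than 2-fold higher in the replicates and 535 and 330 lower. Across genes, which are not independent replicates, the fold changes of the replicates correlated with r = 0.928 at 0 hpf and 0.736 at 3.3 hpf. With the replicate as a block, 3610 genes were higher and 3830 lower at 0 hpf, and 2754 and 1897 at 3.3 hpf. Without either 0 hpf replicate, limma called 0 genes at 0 hpf, with 4194 genes at an unadjusted p under 0.05 without replicate 1 and 5481 without replicate 2. Either omission left 453 genes higher and 187 lower at 3.3 hpf. Without replicate 1 at 3.3 hpf, 1397 genes were higher and 801 lower at that stage.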

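Transcripts raised most in *MZezh2* zygotes included *col9a2*, a collagen IX chain (log2 fold change 4.73, standard error 0.25, n = 2 replicates, adjusted p = 0.00249 from limma). *tgfbr1a*, a TGF-beta type I receptor, was also higher (4.15, standard error 0.12, adjusted p = 0.00195). The transcription factor gene *pax5* was 14.78-fold higher (log2 fold change 4.39 and 3.38 in the replicates, adjusted p = 0.0029). *b2m*, the light chain of MHC class I, was 12.95-fold higher (adjusted p = 0.00195). Among genes with an approved symbol, no saturation and the same sign on all 4 arrays, others of the 10 largest increases were *appb* (4.83), *rasgef1bb* (4.49), *kctd12b* (4.36), *atp2b1b* (4.27), *tmem177* and *dacha* (3.54). In wildtype replicate 1 *appb* and *atp2b1b* rose by 3.25 and 2.89 from 0 to 3.3 hpf. In replicate 2 they changed by -0.27 and -0.14, so the wildtype samples disagreed on them. For *kctd12b* the wildtype changes were 0.21 and -0.33, and for *rasgef1bb* -0.03 and -0.38. Among the lower transcripts, *pfkma*, a muscle phosphofructokinase, was 41.59-fold lower (log2 fold change -5.38, standard error 0.28, adjusted p = 0.00249). *tmed1b*, a cargo protein of the early secretory pathway, was 37.5-fold lower on its brighter probe. *thumpd3* (log2 fold change -4.30), *lmbr1l* (-3.85), *trim35-29* (-3.42), *mrpl16* (-3.34), *f13a1b* (-3.25) and *ascc1* (-2.83) completed the 10 largest decreases within the same limits with *ezh2* and *golm1*. Some genes without an approved symbol were lower by more than *ascc1*. These sizes depend on the probe. Other probes gave log2 fold changes of 2.16 for *col9a2*, 0.79 and 1.75 for *appb*, 2.74 for *kctd12b*, 0.99 for *atp2b1b*, 1.36 for *dacha* and 2.93 and 2.29 for *b2m*, and for *rasgef1bb* a smaller increase too (adjusted p = 0.0188). For the lower transcripts they gave -1.25 for *tmed1b* (adjusted p = 0.00475), -2.78 for *thumpd3*, -1.61 and -2.18 for *f13a1b* and -0.29 for *mrpl16* (adjusted p = 0.243), the only one of these probes that did not pass. *golm1*, which encodes a Golgi membrane protein, was at least 26.49-fold lower, and *tmem177* at least 13.01-fold higher. Such a bound is given where a gene was well above background on no array of a genotype, and sets the brighter genotype's mean against, per array, the higher of the dim probe's signal and the lowest signal well above background. In all, 805 genes were more than 2-fold higher and 965 more than 2-fold lower at an unadjusted p under 0.01 from limma. At an adjusted p under 0.01 these were 556 and 767 genes.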

Overall, 654 genes are >2-fold higher expressed in *MZezh2* mutants versus wildtype and 627 genes are >2-fold lower expressed (Fig. 4b, p < 0.01) at 0 hpf. In addition, 625 genes are upregulated and 206 downregulated in *MZezh2* mutants versus wildtype at 3.3 hpf (>2-fold, p < 0.01, Fig. 4b). 

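At 3.3 hpf the largest increases among genes with an approved symbol and the same sign on all 4 arrays again included *kctd12b* (log2 fold change 4.20, standard error 0.16, adjusted p = 0.00259 from limma, n = 2 replicates) and *b2m* (15.12-fold, adjusted p = 0.00161). *plxnb2a.2*, a plexin receptor gene, was higher at this stage (log2 fold change 4.01, standard error 0.25, adjusted p = 0.00399). So was *hspb1*, a small heat shock protein gene (3.57, adjusted p = 0.00279, against 1.86 at 0 hpf). *foxg1a*, a forebrain transcription factor gene, was higher too (3.52, adjusted p = 0.00259, against 2.85 at 0 hpf). In wildtype *plxnb2a.2* was well above background on 1 of 4 measurements at this stage. *tmed1b* was 42.03-fold lower on its brighter probe (adjusted p = 0.00323), whereas its other probe gave a log2 fold change of -1.46 (adjusted p = 0.00689). Lower too were *golm1*, at least 34.78-fold, *gas6*, a ligand of TAM receptor kinases (-3.01, standard error 0.17, adjusted p = 0.00357), and *gatm*, an enzyme of creatine synthesis (-2.73, standard error 0.10, adjusted p = 0.00259). Other probes of *gatm* gave -1.42 to -2.17, one of *kctd12b* 2.80 and one of *foxg1a* 1.90. At the thresholds of more than 2-fold and an unadjusted p under 0.01, 789 genes were higher and 294 lower in *MZezh2* embryos. At an adjusted p under 0.01 they were 303 and 113. The change of the genotype difference from 0 to 3.3 hpf was tested in the same limma fit and passed an adjusted p under 0.05 in 0 genes. Here 3559 genes had an unadjusted p under 0.05, against 872 by chance alone. With the replicate as a block the count was also 0, with 4434 genes at an unadjusted p under 0.05, and with every array taken as a replicate it was 3322. Without replicate 1 or 2 at 3.3 hpf it was 143 or 626.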

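Genes that passed at 0 or 3.3 hpf with a change of more than 2-fold fell into 3 groups with higher and 3 with lower levels in *MZezh2* when their mean log2 levels in the genotypes and stages were grouped by pam. A group of 251 genes had a median log2 fold change of 2.34 at 0 hpf and 2.23 at 3.3 hpf, and held *pax5*, *tfap2a*, *tbx4*, *hoxd13a*, *vegfaa* and *ccnd1*. A larger group of 594 genes, with *gata6* and *cdh2*, had a median of 1.23 at 0 hpf. In 226 genes the median was 0.77 at 0 hpf and 1.28 at 3.3 hpf, and these included the transcription factor genes *irx7*, *mxtx2* and *her5*. Among the lower groups, 432 genes with *pfkma*, *tmed1b* and *ezh2* had a median of -1.41 at 0 hpf. A group of 351 genes with *nhp2*, *ccnd3* and *cdk1* had medians of -1.22 at 0 hpf and -0.64 at 3.3 hpf, and one of 241 genes with *nop16*, *pno1*, *pin1* and *cct6a* had -1.25 and -0.40. The grouping was made on group means and carries no test of its own.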

The differentially expressed genes were divided into 6 clusters using pam with the Euclidean distance metric (Fig. 4b). 

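Several of the transcripts raised most in *MZezh2* zygotes were also higher at 3.3 hpf, among them *col9a2* (log2 fold change 4.67 at 3.3 hpf, standard error 0.25, adjusted p = 0.00325 from limma, n = 2 replicates), *tgfbr1a* (3.68) and *pax5* (3.52, adjusted p = 0.00623). *esrp1*, a splicing regulator gene, was higher by 3.51 at 0 hpf and 3.50 at 3.3 hpf, and by 2.18 and 2.26 on another probe. Another *col9a2* probe gave 1.81 at 3.3 hpf. Of the genes higher at 3.3 hpf, 1282 (70.5%) were also higher at 0 hpf, against 303.5 for independent lists. Of those lower at 3.3 hpf, 1029 (81.9%) were lower at 0 hpf, against 235.6. Only 7 genes were higher at 0 hpf and lower at 3.3 hpf, and 35 the other way round, against 209.7 and 340.9 for independent lists. The fold changes at the stages correlated across genes with r = 0.748 in replicate 1 and 0.758 in replicate 2. Setting 0 hpf of one replicate against 3.3 hpf of the other gave r = 0.723 and 0.708, and these share neither RNA nor slide.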

Clusters 1A and 4A–6A contain genes that are upregulated in *MZezh2* mutant embryos compared to wildtype embryos at 0 hpf and 3.3 hpf. (Fig. 4b, Supplementary Fig. S3). To identify enriched biological themes (particularly GO terms) among these genes, we performed DAVID analysis. We identified significant enriched gene functions in cluster 1A, 3A, 5A, and 6A. This analysis indicated that genes upregulated in *MZezh2* mutants compared to wildtype (cluster 1A, 5A, and 6A) are overrepresented for developmental gene functions (Fig. 4c), including previously described Ezh2 targets like *hox*, *pax*, and *tbx* (Supplementary Table S1). 

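Part of the *hox*, *pax* and *tbx* genes, regulators of body pattern and organ formation, were higher in *MZezh2* embryos. At 0 hpf their share of higher genes lay near that of all 17449 tested genes, of which 2911 were higher. None of them were lower, against 3270 of all genes. Measured were 19 of 47 *hox*, 6 of 10 *pax* and 9 of 17 *tbx* genes on the array. Of 19 measured *hox* genes, 4 were higher and 0 lower at 0 hpf (*hoxd13a*, log2 fold change 1.85, standard error 0.19, adjusted p = 0.005 from limma, and *hoxd12a*, 1.55) and 3 at 3.3 hpf. The counts were the same when adjusted over the list alone. *hoxd12a* reached 2.63 at 3.3 hpf (standard error 0.30, adjusted p = 0.0119), while 1 of its other probes did not pass (0.54 and 0.55 at the stages, adjusted p = 0.0561 and 0.0782). The others, named after their values were seen, were *hoxb2a* at both stages (0.86 and 0.82) and *hoxb13a* at 0 hpf (0.40). Among 6 *pax* genes, *pax5* was higher at both stages and *pax9* at 3.3 hpf (0.89, adjusted p = 0.0391). *pax6b*, an eye and neural gene, was at 2.07 with a standard error of 0.76 (adjusted p = 0.095 at 0 hpf). Of 9 *tbx* genes, *tbx4*, a hindlimb gene, was higher at both stages (2.28 and 2.40, standard error 0.09, adjusted p = 0.00218 and 0.00259) and *eomesa*, a maternal endoderm factor gene, at 0 hpf (0.73, adjusted p = 0.00898, against 0.11 and adjusted p = 0.391 on its other probe). Adjusted over the list alone, 3 *pax* genes passed at 3.3 hpf and the other *pax* and *tbx* counts stayed as they were. Among 77 other homeobox and patterning genes, 29 were higher and 7 lower at 0 hpf (30 and 7 adjusted over the list alone) and 30 and 2 at 3.3 hpf (37 and 4). Examples are the neural crest factor gene *tfap2a* at 3.10 and 3.37, *lbx1b* at 2.47 and 2.62, and the neural gene *olig2* at -2.79 at 0 hpf (adjusted p = 0.0134). From 0 to 3.3 hpf *olig2* changed in wildtype by -2.57 in replicate 1 and 0.12 in replicate 2. Of these 77 genes 15 stand in lists the study selected on these samples, as do 2 of the *hox*, 2 of the *pax* and 1 of the *tbx* genes, and these are not independent evidence. The median of the 77 was 0.28 at 0 hpf (0.41 and 0.20 in the replicates, camera adjusted p = 0.000631, adjusted p = 0.726 with an estimated correlation, 0.000161 with the replicate block) and at 3.3 hpf it was 0.49 (0.47 and 0.38, camera adjusted p = 4.02e-07, adjusted p = 0.527 with an estimated correlation, 5.19e-08 with the block). The *hox* genes had a median of 0.23 at 0 hpf (0.41 and 0.16 in the replicates, camera adjusted p = 0.0534, adjusted p = 0.779 with an estimated correlation, 0.00936 with the block). At 3.3 hpf they had 0.18 (0.35 and 0.15, camera adjusted p = 0.0135, adjusted p = 0.527 with an estimated correlation, 0.000717 with the block, 0.0721 without replicate 1). At 0 hpf the *hox* list passed without replicate 2 (0.0130), and at 3.3 hpf the *pax* list did (0.0309), by camera with the preset correlation. The camera test of the *pax* genes gave adjusted p = 0.356 at 0 hpf (median 0.50, or 0.79 and 0.23 in the replicates, 0.133 with the block) and 0.0767 at 3.3 hpf (median 1.14, or 1.68 and 0.56, adjusted p = 0.527 with an estimated correlation, 0.0143 with the block). That of the *tbx* genes gave 0.276 and 0.322 (medians 0.20 and 0.21, 0.222 and 0.282 with the block).

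**Figure D1:**
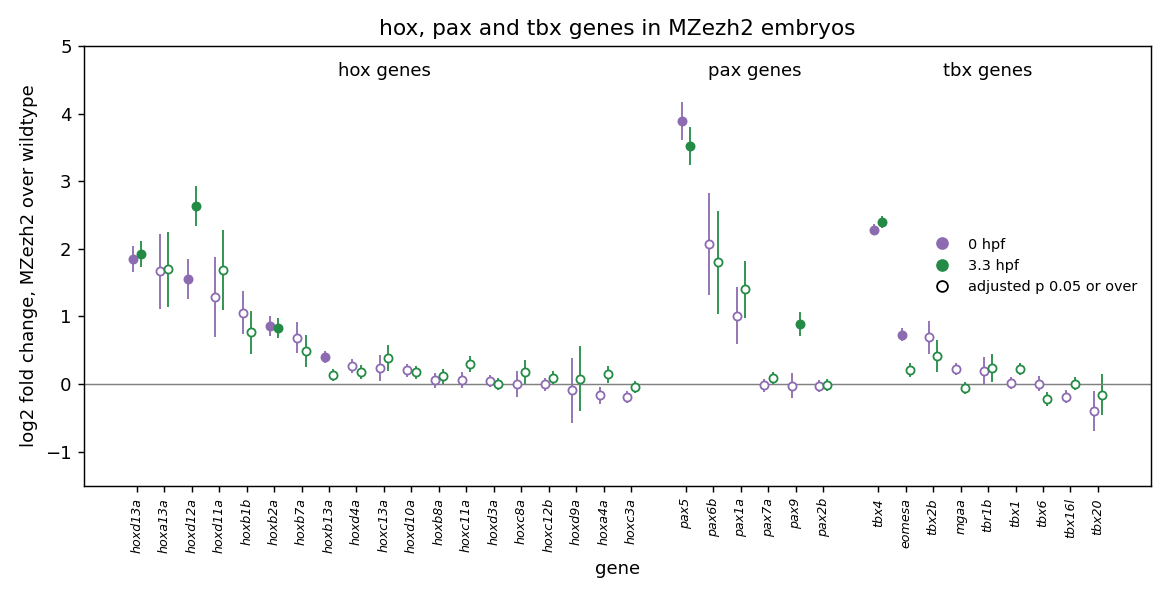
Log2 fold change of *MZezh2* over wildtype (vertical axis) of each measured *hox*, *pax* and *tbx* gene (horizontal axis) at 0 hpf and 3.3 hpf. Points are means of 2 replicates, bars are standard errors from limma and filled points have an adjusted p under 0.05, as for 4 of 19 *hox* genes at 0 hpf.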

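Genes of ribosome production were lower in *MZezh2* zygotes, and fewer of them passed at 3.3 hpf. Of 74 measured genes of the nucleolus and ribosome biogenesis, 41 were lower and 2 higher at 0 hpf (43 and 2 adjusted over the list alone). *nhp2*, a core protein of H/ACA snoRNPs, had a log2 fold change of -2.18 (standard error 0.25, n = 2 replicates, adjusted p = 0.00598 from limma). The RNA helicase gene *ddx49* had -2.13 (adjusted p = 0.00249), *pno1* -1.66 (adjusted p = 0.00269) and *nop16* -1.31 (adjusted p = 0.00379). At 3.3 hpf 8 of these genes were lower and 1 higher (2 and 0 adjusted over the list alone), with *ddx49* at 0.17 (adjusted p = 0.361) and *nop16* at 0.18 (adjusted p = 0.323). Of 37 genes of the cytosolic chaperonin, prefoldin and prolyl isomerases, 18 were lower and 2 higher at 0 hpf (21 and 2 adjusted over the list alone), and 7 of the 37 stand in lists the study selected on these samples. Among them were the isomerase gene *pin1* (-1.17, standard error 0.12, adjusted p = 0.005), the chaperonin subunit gene *cct6a* (-1.38, adjusted p = 0.00627) and *pfdn6* (-1.45, adjusted p = 0.00369). *fkbp1ab*, another isomerase gene, was higher (2.81, adjusted p = 0.00798). At 3.3 hpf 4 were lower and 3 higher (5 and 3 adjusted over the list alone). The nucleolar genes had a median of -0.50 at 0 hpf (-0.54 and -0.47 in the replicates, camera adjusted p = 2.37e-08, adjusted p = 0.339 with an estimated correlation, 7.24e-08 with the replicate block) and -0.05 at 3.3 hpf (camera adjusted p = 0.0715, 0.0721 with the block). The chaperonin and isomerase genes had -0.48 at 0 hpf (-0.45 and -0.43 in the replicates, camera adjusted p = 0.000790, adjusted p = 0.363 with an estimated correlation, 0.000595 with the block) and -0.07 at 3.3 hpf (camera adjusted p = 0.133, 0.0841 with the block).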

Genes that are downregulated in *MZezh2* mutants compared to wildtype embryos (cluster 3A) are enriched for biological themes including organelle lumen, nucleolus, and isomerase.

Since a clear myocardial phenotype in the *MZezh2* mutants was observed, the expression of myocardial genes was analyzed in more detail. 

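Of 21 listed myocardial markers 20 were on the array and 12 were measured. *myl7*, *vmhc*, *myh6*, *nppa*, *nkx2.5* and *hand2* were not among the measured ones. Of the 12, *bmp2b*, *gata6*, *fgf24* and *bmp4* were higher in *MZezh2* zygotes and 0 were lower (6 higher adjusted over the list alone). *bmp2b*, a BMP ligand gene, had a log2 fold change of 2.07 (standard error 0.26, 2.51 and 1.64 in the n = 2 replicates, adjusted p = 0.00715 from limma). *gata6*, a cardiac transcription factor gene, had 0.95 (1.01 and 0.89, adjusted p = 0.00511). *bmp4* was at 0.74 (standard error 0.20, adjusted p = 0.0459), while 1 other probe of it was higher too (adjusted p = 0.00608) and 1 was at 0.33 (adjusted p = 0.173). At 3.3 hpf *bmp2b* (1.68, adjusted p = 0.0209), *gata6* (1.15, adjusted p = 0.00712), *fgf24* and the Nodal antagonist genes *lft1* (0.64, adjusted p = 0.016) and *lft2* (1.31, standard error 0.14, adjusted p = 0.0109) were higher, and 0 were lower (7 higher adjusted over the list alone). *nkx2.7* (0.99, standard error 0.37, adjusted p = 0.101) and *tbx2b* (0.69, adjusted p = 0.085) did not pass at 0 hpf, and *has2* lay at -0.07 and -0.10 at the stages. *tbx1* lay at 0.01 and 0.22 on its brighter probe, whereas its other probe was higher at both stages (0.79, adjusted p = 0.00591, and 0.75, adjusted p = 0.0128). The median of the markers was 0.59 at 0 hpf (0.63 and 0.34 in the replicates, camera adjusted p = 0.0344, adjusted p = 0.674 with an estimated correlation, 0.0125 with the replicate block) and 0.52 at 3.3 hpf (0.65 and 0.54, camera adjusted p = 0.000986, adjusted p = 0.527 with an estimated correlation, 0.000415 with the block). The calls at both stages were lost when only probes well above background in every group were kept (adjusted p = 0.163 and 0.172, medians 0.74 and 0.49), and that at 0 hpf with an offset of 0 (0.0715, median 0.90), processed signals (0.0683, median 1.18) or quantile normalization (0.0593, median 0.52). Without 0 hpf replicate 1 it was 0.0558, and 1 of the markers was also in a list the study selected on these samples.

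**Figure D2:**
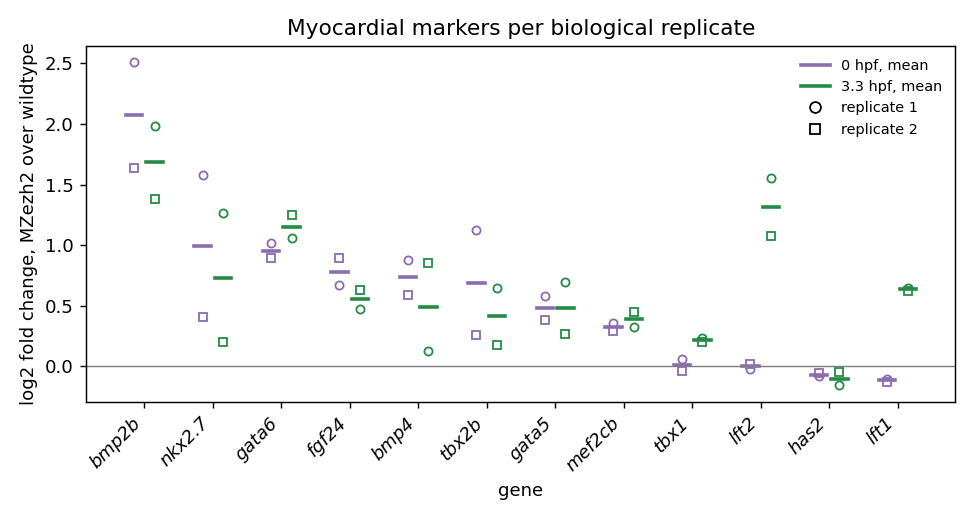
Log2 fold change of *MZezh2* over wildtype (vertical axis) of each measured myocardial marker (horizontal axis) at 0 and 3.3 hpf. Symbols are the 2 biological replicates and bars their mean, which for *bmp2b* was 2.07 at 0 hpf and 1.68 at 3.3 hpf.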

At both 0 hpf and 3.3 hpf we detected a tendency for myocardial markers to be higher expressed in *MZezh2* mutant embryos compared to wildtype embryos (Supplementary Fig. S4).

To determine whether the differentially regulated genes in *MZezh2* mutants are indeed enriched for Ezh2 targets, we compared the genes that are up- and downregulated between *MZezh2* mutant and wildtype embryos at 0 hpf and 3.3 hpf with previously published ChIP-sequencing data for H3K27me3 at 24 hpf^34^. We observed that the genes that are upregulated in *MZezh2* mutants at 0 hpf and 3.3 hpf are enriched for H3K27me3 peaks under normal conditions (Fig. 4d,e), while such enrichment is not seen for downregulated genes. This suggests that upregulation is due to direct effect of loss of Ezh2 activity and that downregulation most likely stems from indirect effects.

We hypothesize that *ezh2* is involved in placing epigenetic signatures during oogenesis that in turn are translated into the establishment of a proper maternal mRNA load of the zygote. This includes mRNAs that do not have a clear role within the oocyte itself, but only function after fertilization, and emphasizes the importance of *ezh2* in transmitting epigenetic information through the transmission of maternal mRNAs.

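mRNAs loaded in the oocyte differed in both directions between the genotypes at 0 hpf. Of 37 oocyte and germ plasm genes, 7 were higher and 11 lower in *MZezh2* zygotes (9 and 11 adjusted over the list alone). The lower ones included egg envelope genes, with *zp2.1* at a log2 fold change of -1.89 (standard error 0.12, n = 2 replicates, adjusted p = 0.00269 from limma), *zp2.5* at -1.49 and *zp3b* at -1.29. The higher ones included the germ plasm genes *nanos3* (0.85), *dnd1* (0.87) and *ddx4* (0.72), chosen after their values were seen. The zp genes form a family of similar copies whose probes can cross-hybridise, so their values are uncertain. The oocyte and germ plasm list did not shift to one side (median 0.03, or 0.00 and 0.07 in the replicates, camera adjusted p = 0.750). Among 9 PRC2 components, *phf19* (1.28, standard error 0.13, adjusted p = 0.00499), *aebp2* (0.63) and *rbbp7* (0.44, but 0.22 with adjusted p = 0.196 on its other probe) were higher, and *ezh2* and *mtf2* (-0.38, also chosen after its value was seen) lower. Of 19 PRC1 components 4 were higher, among them *rybpb* (0.97, but -0.01 with adjusted p = 0.952 on its other probe) and *cbx2* (0.83, but 0.27 and 0.32 with adjusted p = 0.0895 and 0.0553 on its other probes), and 8 lower, among them *phc2a* (-0.98, adjusted p = 0.00486). At 3.3 hpf limma called 0 of them, with 2 higher and 1 lower at an unadjusted p under 0.05. Of 30 cell cycle genes 3 were higher, with *ccnd1* at 2.08 (adjusted p = 0.00262, and 0.22 to 1.19 on its other probes), and 7 lower, with *ccnd3* at -2.02 (adjusted p = 0.00424) and *cdk1* at -1.08. Of 8 H3K27 demethylase and trithorax group genes 2 were higher and 1 lower, *dpy30* (-1.64, adjusted p = 0.00638). Of 9 ovarian follicle and 8 testis and sperm markers, fixed as signs of other cell types, 3 were higher in each, with *cyp11a1.1* at 1.76 and *cimap1b* at 1.32 (0.56 and 0.58 on its other probes, adjusted p = 0.0292 and 0.0702), and 0 and 1 lower. The camera adjusted p of these lists at 0 hpf was 0.750 for PRC2 and the follicle markers, 0.356 for PRC1, 0.805 for the cell cycle, 0.714 for the demethylase and trithorax genes and 0.626 for testis. The counts adjusted over the list alone differed only for PRC2 (4 higher). In lists the study selected on these samples stand 1 of the oocyte, 1 of the PRC1 and 2 of the cell cycle genes.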

### Ezh2 affects gene expression during early embryonic development

In order to determine how gene expression is regulated over time, we continued to assess how gene expression changes between 0 hpf and 3.3 hpf, and how this is affected in *MZezh2* mutant embryos (Fig. 4f, Supplementary Fig. S3). Overall, the changes in gene expression seem to follow the same pattern from 0 hpf to 3.3 hpf in both wildtype and *MZezh2* mutant embryos. However, a proportion of transcripts in cluster 1B are downregulated over time in wildtype embryos but not in *MZezh2* mutant embryos. In addition, transcripts in cluster 2B show little change in expression in wildtype embryos between 0 hpf and 3.3 hpf, while they become more abundant at 3.3 hpf compared to 0 hpf in *MZezh2* mutants (Fig. 4f, Supplementary Fig. S3). This suggests that expression of genes in clusters 1B and 2B is normally controlled in a temporal manner by Ezh2. Furthermore, genes in cluster 3B and 6B are upregulated in both wildtype and *MZezh2* mutants from 0 hpf to 3.3 hpf, but the difference in expression is larger in *MZezh2* mutants.

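Changes from 0 to 3.3 hpf ran in the same direction in wildtype and *MZezh2* embryos in 12230 of 17449 genes, and more genes passed the test in *MZezh2*. In wildtype 80 genes rose and 161 fell, and in *MZezh2* 1119 rose and 449 fell (limma, adjusted p under 0.05, n = 2 replicates per group). Of these, 69 rose in both genotypes, against 5.1 for independent lists, and 84 fell in both, against 4.1. Transcripts that rose in both included *nol10*, a nucleolar protein gene (log2 change 1.98 in wildtype, 2.15 and 1.80 in the replicates, adjusted p = 0.00925, and 2.14 in *MZezh2*). Others were *umps*, an enzyme of pyrimidine synthesis (1.90 and 2.33), and *gorasp2*, a Golgi stacking protein gene (1.70 and 2.75). Transcripts that fell in both included *arl6ip1* (-2.94 in wildtype, -2.78 and -3.10 in the replicates, adjusted p = 0.00348, and -3.80 in *MZezh2*). So did *p4htma*, a prolyl hydroxylase gene (-2.86 and -3.27), and *tent2*, a cytoplasmic poly(A) polymerase gene (-2.16 and -3.49). In wildtype another *tent2* probe was at -0.65 (adjusted p = 0.0951) and 1 of the other *p4htma* probes at -0.91 (adjusted p = 0.0691), and neither passed. Of the 1655 genes called in either genotype, 1534 (92.7%) changed in the same direction in both. Over all genes the changes correlated with r = 0.494 between wildtype replicate 1 and *MZezh2* replicate 2 and 0.464 between the others, which share no array. Wildtype replicates correlated with 0.494 and *MZezh2* replicates with 0.870. With the replicate as a block, 2042 genes were called in wildtype and 4267 in *MZezh2*. In the replicates 361 and 183 genes rose by more than 2-fold in wildtype and 832 and 779 in *MZezh2*. Unlike the called falls, falls of more than 2-fold were more frequent in wildtype, with 447 and 445 genes against 171 and 280 in *MZezh2*. Without Aquantile between arrays, or without either 0 hpf replicate, limma called 0 genes in both genotypes. At an unadjusted p under 0.05 there were 451 in wildtype and 1123 in *MZezh2* without Aquantile, 1301 and 2496 without replicate 1 and 1298 and 2335 without replicate 2 at 0 hpf. Without replicate 2 at 3.3 hpf 407 were called in wildtype, and without replicate 1 there 1020 in *MZezh2*.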

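*plxnb2a.2* fell in wildtype embryos (log2 change -3.25, standard error 0.35, -3.60 and -2.91 in the n = 2 replicates, adjusted p = 0.014 from limma), to a signal well above background on 1 of 4 measurements. It was at 0.10 in *MZezh2* embryos (0.19 and 0.01, adjusted p = 0.917). *hspb1* fell by 1.64 on the log2 scale in wildtype (adjusted p = 0.0227) and was at 0.07 in *MZezh2* (adjusted p = 0.908). *ascc1*, a subunit of a transcriptional coactivator complex, fell in wildtype (-1.47, adjusted p = 0.014) and rose in *MZezh2* (0.92, adjusted p = 0.0163), the 1 gene called in opposite directions. On its other probe *ascc1* fell in wildtype too (-1.60) and was at 0.55 in *MZezh2* (adjusted p = 0.0577), and on that of *hspb1* the change in wildtype was -1.16 (adjusted p = 0.0816). The difference between the genotypes' changes was 3.35 for *plxnb2a.2* (standard error 0.36), 1.71 for *hspb1* and 2.39 for *ascc1*, each at an adjusted p of 0.0898, over the threshold. The 241 genes called in wildtype had a median change of -1.09 in wildtype and -0.36 in *MZezh2*, a contrast that choosing them in wildtype enlarges. When the genes called with time that changed by more than 2-fold in a genotype were grouped by pam, a group of 71 had a median change of -1.24 in wildtype and -0.61 in *MZezh2*, and one of 169, with *plxnb2a.2* and *hspb1*, had -1.09 and -1.24.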

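*ddx49* rose from 0 to 3.3 hpf in *MZezh2* (log2 change 3.57, standard error 0.18, n = 2 replicates, adjusted p = 0.000893 from limma) and also in wildtype (1.27, adjusted p = 0.0255). *med19a*, a Mediator subunit gene, rose in *MZezh2* (1.67, adjusted p = 0.0122) and was at 0.55 in wildtype (adjusted p = 0.398). *cbx8a*, a Polycomb repressive complex 1 gene, was at 1.50 (adjusted p = 0.0036) and 0.71 (adjusted p = 0.0904), but on its other probes at -0.01 and -0.83 in *MZezh2* (adjusted p = 0.980 and 0.115) and -0.15 and -0.72 in wildtype. The differences between these changes had an adjusted p of 0.0898 for *ddx49*, and were 1.12 for *med19a* (adjusted p = 0.0898) and 0.79 for *cbx8a* (adjusted p = 0.102), none under the threshold. Among the 1568 genes called in *MZezh2* the median change was 0.93 there and 0.31 in wildtype, a contrast that choosing them in *MZezh2* enlarges. By pam, a group of 222 genes had a median change of 0.41 in wildtype. Its median log2 levels in *MZezh2* and wildtype were 10.25 against 11.22 at 0 hpf and 11.44 against 11.73 at 3.3 hpf.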

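Of the 5 genes of cluster 6 in Supplementary Table S2, the transcription factor genes *vox*, *irx7*, *mxtx2*, *foxd5* and *her5*, all 5 rose in *MZezh2*, while limma called 0 in wildtype, where 4 rose at an unadjusted p under 0.05. *vox*, a ventral repressor gene that was well above background on no *MZezh2* array at 0 hpf, rose at least 28.15-fold in *MZezh2* (adjusted p = 0.00454 from limma, n = 2 replicates) and was at 2.71 in wildtype (1.71 and 3.72, adjusted p = 0.0798). *irx7* was at 4.46 (3.83 and 5.09, adjusted p = 0.0133) and 2.64 (1.39 and 3.89, adjusted p = 0.139). The changes differed between genotypes by 1.82 for *irx7* and 1.86 for *mxtx2* (adjusted p = 0.221 and 0.205), while *vox*, *foxd5* and *her5* were not well above background at 0 hpf in at least 1 genotype, so that no exact difference is given for them. The other *her5* probe did not pass in *MZezh2* (adjusted p = 0.0735). Wildtype levels at 3.3 hpf varied between replicates, with a log2 SD of 1.39 for *vox* and 1.67 for *irx7* against 0.28 and 0.37 in *MZezh2*. Of the 18 genes of cluster 3 in that table, 13 rose and 1 fell in *MZezh2* and 3 rose in wildtype (14 and 13 rose at an unadjusted p under 0.05). *pes*, a nucleolar gene, was at 1.05 in wildtype (adjusted p = 0.0255) and 1.55 in *MZezh2* (adjusted p = 0.00258), and *top1mt* at 0.93 (adjusted p = 0.0488) and 1.77 (adjusted p = 0.00249). These rises rest on the brightest probe, since the other probes of *pes* were at 0.08 and 0.15 in wildtype and 0.01 and 0.43 in *MZezh2*, and that of *top1mt* at -0.23 and -0.32, and none of them passed. *kmt5b*, a histone H4 methyltransferase gene, rose by 1.22 in wildtype (adjusted p = 0.0485, against 1.00 and adjusted p = 0.0671 on its other probe) and 1.17 in *MZezh2* (adjusted p = 0.0188). The study chose both lists on these samples, so their direction is not independent evidence. The difference between genotypes shifted from 0 to 3.3 hpf by a median of 1.86 for cluster 6 (2.58 and 1.18 in the replicates, camera adjusted p = 0.00764, adjusted p = 0.861 with an estimated correlation, 0.00145 with the replicate block). For cluster 3 the median was 0.53 (0.55 and 0.54, camera adjusted p = 5.97e-05, adjusted p = 0.378 with an estimated correlation, 9.10e-05 with the block).

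**Figure D3:**
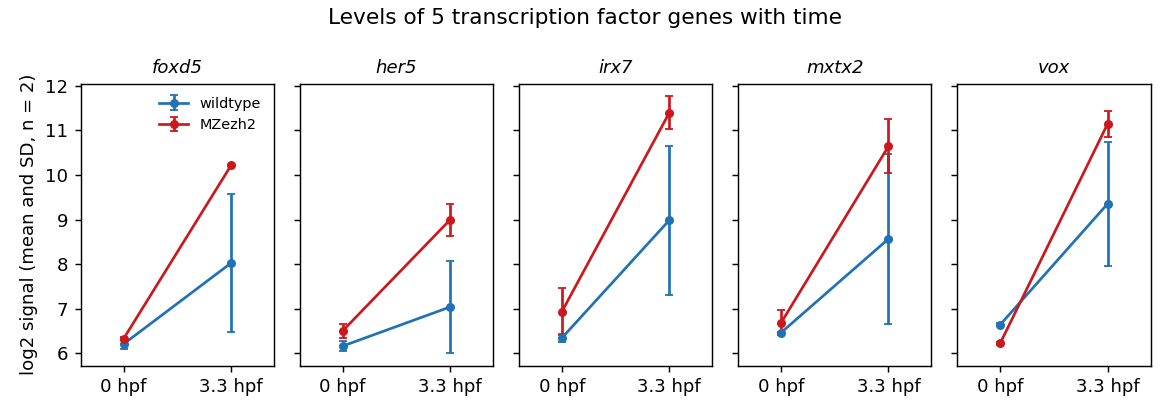
Normalized log2 signal (vertical axis) of the 5 genes at 0 and 3.3 hpf (horizontal axis) in wildtype and *MZezh2* embryos. Points are means of 2 replicates and bars their SD, which is 1.39 for *vox* in wildtype and 0.28 in *MZezh2* at 3.3 hpf.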

We performed DAVID analysis on these genes to identify enriched biological themes on genes that are differently expressed between 0 hpf and 3.3 hpf in wildtype and *MZezh2* mutants (Fig. 4g). We only identified significantly enriched gene functions in cluster 3B and 6B (Fig. 4g). As indicated above, both clusters are more upregulated in *MZezh2* mutants compared to wildtype embryos at 3.3 hpf and are therefore potential targets of Ezh2. 

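Of the 74 genes of the nucleolus and ribosome biogenesis, listed without reference to these arrays, 20 rose and 3 fell from 0 to 3.3 hpf in *MZezh2*, and 4 rose and 1 fell in wildtype (limma, adjusted p under 0.05). Their median change was 0.47 in *MZezh2* and 0.10 in wildtype. *nop16* rose by 2.47 on the log2 scale in *MZezh2* (n = 2 replicates, adjusted p = 0.00168) and was at 0.98 in wildtype (adjusted p = 0.0557). *nip7*, a factor of 60S ribosome assembly, was at 1.56 (adjusted p = 0.00497) and 0.70 (adjusted p = 0.135). The shift of the genotype difference had a median of 0.38 over the list (0.42 and 0.39 in the replicates, camera adjusted p = 9.39e-08, adjusted p = 0.357 with an estimated correlation, 1.90e-07 with the replicate block). It was passed by 21 genes when adjusted over the list alone, against 0 over all genes. Of the 74 genes, 12 were also among those the study selected on these samples. The homeobox genes *vox*, *irx7* and *mxtx2* were higher in *MZezh2* at 3.3 hpf (log2 fold change 1.79, 2.41 and 2.08, adjusted p = 0.0395, 0.0321 and 0.0413) and did not pass at 0 hpf.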

Genes in these clusters are involved in nucleolus, nuclear lumen, non-membrane bounded organelle, transcription factor activity, sequence-specific binding, and also include homeobox genes (Supplementary Table S2).

Together, these analyses reveal that Ezh2 not only dictates the maternal load of mRNAs, but also affects the transcription of genes during early embryonic development.

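Genes first transcribed by the zygote were higher in *MZezh2* embryos at 3.3 hpf. Of 49 measured first zygotic genes, 26 were higher and 0 lower at 3.3 hpf (32 and 1 adjusted over the list alone), against 9 and 3 at 0 hpf (8 and 1). The higher ones included *aplnrb*, an apelin receptor gene (log2 fold change 2.25, standard error 0.09, n = 2 replicates, adjusted p = 0.00268 from limma), the neural gene *sox3* (2.11, adjusted p = 0.0316) and *sox11a*, another neural factor gene (1.84, adjusted p = 0.0114, against 0.38 and adjusted p = 0.0801 on its other probe). *sox11a* was already at 1.71 at 0 hpf. With time it changed by 0.20 and -0.49 in the wildtype replicates and 0.10 and -0.15 in *MZezh2*, so its difference was present in zygotes. Of the 49 genes, 10 stand in lists the study selected on these samples. With time 18 of the 49 rose and 0 fell in *MZezh2*, while limma called 0 in wildtype (9 rose at an unadjusted p under 0.05), with median changes of 0.69 and 0.23. Their median fold change was 0.12 at 0 hpf (camera adjusted p = 0.276) and 0.64 at 3.3 hpf (0.76 and 0.62 in the replicates, camera adjusted p = 5.62e-07, adjusted p = 0.527 with an estimated correlation, 6.22e-07 with the replicate block). The difference between the stages had a median of 0.51 (0.49 and 0.50 in the replicates, camera adjusted p = 1.08e-05, adjusted p = 0.499 with an estimated correlation, 8.95e-07 with the block). Of the 12 maternal activators of the zygotic genome that were measured, 2 of them also in the study's lists, 2 were higher at 0 hpf (*brd4* at 0.74, and 0.36 with adjusted p = 0.0950 on 1 of its other probes, and *eomesa*, whose other probe did not pass) and 2 higher and 1 lower at 3.3 hpf. The higher ones at 3.3 hpf were *sox3*, also counted among the first zygotic genes, and *sox19a*, which was well above background on no array at 0 hpf. The list of activators did not pass at either stage (camera adjusted p = 0.356 and 0.299). From its expression analyses together, the paper concludes that Ezh2 dictates the maternal mRNA load and affects transcription in the early embryo. Its abstract proposes the part on maternal loading at first, and closes by calling Ezh2 essential for a proper maternal contribution of mRNA.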

### Expression of myocardial markers in MZezh2 mutants

Next, we aimed to better understand the origin of the pleiotropic defects observed in *MZezh2* embryos. Since *MZezh2* mutants develop a ‘stringy-heart’, which was one of the most pronounced phenotypes, cardiac development was studied in more detail. To gain knowledge about the specification and differentiation of various cardiac lineages, *in situ* hybridization for different cardiac markers was performed (Fig. 5a–c). Morphologically, the heart fails to undergo cardiac looping resulting in a straight heart tube at 2 dpf in *MZezh2* mutant embryos (Fig. 5a, Supplementary Fig. S5). Expression analysis for *vmhc* revealed a smaller ventricle in *MZezh2* mutants compared to heterozygous siblings at 1.5 dpf (Fig. 5b). Next to *vmhc*, we analyzed expression of *hand2* (early marker), *myh6* (atrial marker), *nppa* (late marker), and *nfat-c1* (endocardial marker) and showed that these markers are all expressed in the *MZezh2* mutant (Fig 5a).

To continue the analyses, we studied expression of *nkx2.5*, a homeodomain transcription factor and an early myocardial marker. This marker is readily expressed starting at the 12-somite stage in wildtype embryos, but the area of *nkx2.5* expression seems to be smaller in the *MZezh2* mutant at this stage (Fig. 5b). Also later during development we observed a smaller region of *nkx2.5* expressing cells in *MZezh2* mutants (Fig. 5b). Interestingly, the posterior group of *nkx2.5* positive cells, the pharyngeal arch artery progenitors^35^,^36^, is absent in *MZezh2* mutants at 1 and 1.5 dpf (Fig. 5a). We conclude from these experiments that, while cardiac cell numbers may be affected in *MZezh2* mutants, general differentiation markers for different compartments of the heart tube are grossly expressed normally.

Even though we observed that the above-mentioned myocardial markers are expressed grossly normally, this is not valid for all markers. To start with, the developmental and atrioventricular canal marker *has2* is normally and specifically expressed in the heterozygous siblings at 2 dpf. In contrast, in *MZezh2* mutant embryos we observe ectopic expression of *has2* (Fig. 5c). The same observation was made for *fgf24* (Fig. 5c). This gene is downstream of *tbx5*, a transcription factor essential for heart and limb formation^37^,^38^ and *fgf24* was upregulated in our expression study (Supplementary Table S1). 

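On the arrays *fgf24* was 1.72-fold higher in *MZezh2* than in wildtype zygotes (log2 fold change 0.67 and 0.89 in the n = 2 replicates, standard error 0.10, adjusted p = 0.00823 from limma) and 1.47-fold higher at 3.3 hpf (0.48 and 0.63, adjusted p = 0.0322). Its change with time was -0.82 in *MZezh2* (adjusted p = 0.0306) and -0.59 in wildtype (adjusted p = 0.16). The arrays cover these early stages only, and in wildtype at 3.3 hpf *fgf24* was well above background on 2 of its 4 measurements.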

Whereas *fgf24* expression is spatially restricted in heterozygous siblings, a broad ring of expression around the heart tube was observed in *MZezh2* mutant embryos (Fig. 5c). Similar results were obtained when performing expression analysis for myocardial markers *myl7* and *mef2cb* at 2 dpf (Supplementary Fig. S5). Overall, these results suggest that myocardial cells are specified, but seem to get dispersed over an area around the regular heart tube over time.

### MZezh2 mutants display a loss of myocardial tissue integrity

To further investigate the morphogenetic changes that establish the heart tube over time we performed a time course of *in situ* hybridization analysis for *myl7* (Fig. 6a). At the 12-somite stage, myocardial precursors are present in *MZezh2* mutants, even though their location and number appears to be slightly affected as shown by *nkx2.5* and *hand2* expression analysis (Fig. 5a,b). At 1 dpf the heart of heterozygous siblings starts to jog to the left, like in wildtype embryos, while the heart of *MZezh2* mutants frequently remains straight (Supplementary Fig. S5). Despite the lack of jogging, a heart tube is still formed (Fig. 6a,b). At 1.5 dpf the heart of heterozygous siblings starts to undergo cardiac looping (Fig. 6a). This bending of the heart tube did not occur in *MZezh2* mutant embryos (Fig. 6a). Remarkably, at this stage *myl7* expressing cells are visible outside the heart tube and the heart appears to be smaller in size in *MZezh2* mutants (Fig. 6a). At 2 dpf only a small tube of *myl7* expressing cells remains in *MZezh2* mutants.

We next determined whether the extra-cardiac *myl7* positive cells we observed around 1.5 dpf represent cells that are derived from the original heart or they are non-heart-related cells that aberrantly start to express *myl7*. We performed time-lapse imaging on 1 to 2 dpf *MZezh2* mutants and heterozygous siblings carrying a *Tg*(*myl7::GFP*) transgene (Fig. 6b, Supplementary Movie S1,2). We observed that at around 33–34 hpf, GFP positive cells detach and move away from the heart tube. These detaching cells appear to be derived from both the ventricle and the atrium (Fig. 6b). These results indicate that the extra-cardial cells are lost from the originally formed heart. They also suggest that a loss of cardiac integrity underlies the reduction of the size of the heart tube, and that Ezh2 is required to regulate genes that maintain structural integrity of the cardiac tube.

A loss of cell adhesion may cause the loss of cells from the heart, as it is known that in *fn* morphants cardiac progenitors fail to form the cardiac disc, which results in two heart fields^39^. In addition, in mice it was shown that Ezh2 represses regulators of extracellular matrix remodeling in endothelial cells^40^. To address this, expression of dm-GRASP, a cell-surface adhesion molecule of the immunoglobulin superfamily^41^, was assessed. Immunostaining for dm-GRASP showed expression of this marker in the hearts of *MZezh2* mutants, indicating that cell adhesion is not affected in *MZezh2* mutants (Supplementary Fig. S5). In addition, we did not observe a difference in apoptosis between *MZezh2* mutant embryos compared to heterozygous siblings (Supplementary Fig. S5).

Finally, to gain insight into the identity and differentiation status of the cells that detach from the heart, we combined *in situ* hybridization for *nkx2.5* with immunostaining for GFP in a *Tg*(*myl7::GFP*) background on 1, 1.5, and 2 day old embryos. At 1 dpf there are no major differences between heterozygous siblings and *MZezh2* mutant embryos (Supplementary Fig. S5). Remarkably, at 1.5 dpf the expression of *nkx2.5* is partially lacking in *MZezh2* mutants, whereas it is expressed in heterozygous siblings (Supplementary Fig. S5). The cells of *MZezh2* mutants that lack expression of *nkx2.5* do express GFP. At 2 dpf, the cells of the heart tubes of both *MZezh2* mutants as well as heterozygous siblings are GFP (Myl7) positive but *nkx2.5* negative. However, the cells that are detached from the heart tube in *MZezh2* mutants are both GFP (Myl7) and *nkx2.5* positive (Fig. 6c). Even though GFP has a half-life of 26 hours, meaning that GFP-positive cells do not necessarily express *GFP* at the RNA level, this result strongly suggests that in total absence of Ezh2, myocardial cells fail to silence *nkx2.5*. In addition, we also combined immunostaining for GFP with *in situ* hybridization for *nppa,* a late myocardial differentiation marker. Next to observing a smaller heart tube at 2 dpf in *MZezh2* mutants (Fig 5a), we observed a partial loss of *nppa* expression in *MZezh2* mutants, whereas it was expressed throughout the heart in heterozygous siblings (Fig. 6d). This suggests a defect in terminal differentiation of *MZezh2* mutant myocardial cells, possibly related to the observed problems in properly repressing *nkx2.5*. We conclude that myocardial cells in *MZezh2* mutants likely have problems to maintain cardiac differentiation and that this may lead to the structural instability of the heart.

### Loss of ezh2 affects terminal differentiation of the liver and pancreas

To address whether this loss of tissue integrity and defects in terminal differentiation is specific for the heart we also addressed cell differentiation in other tissues. For this we chose the gastrointestinal tract and the associated organs. Expression analysis for *gata6*, an early endoderm marker, showed normal expression at 1 dpf in *MZezh2* mutants. The gut of *MZezh2* mutants is straight at 2 dpf based on *gata6* expression, whereas it has looped in heterozygous siblings (Fig. 6e). Interestingly, expression of *foxa3*, a definite marker of endoderm, showed incorrect looping or a bilateral gastrointestinal tract in *MZezh2* mutants (Fig. 6e). Finally, *in situ* hybridization for the terminal differentiation markers for liver and the exocrine pancreas, *fabp10* and *try* respectively, revealed a loss of expression suggesting that formation of these organs is delayed or abrogated in *MZezh2* mutant embryos (Fig. 6e). These results indicate that the gastrointestinal tract, including the liver and pancreas, is formed initially in *MZezh2* mutant embryos, but fails to terminally differentiate. Thus, problems in terminal differentiation in *MZezh2* mutants are not heart-specific, but different organs derived from different germ layers are affected.

## Discussion

The function of Ezh2 during development has been intensely studied using different model systems, including mouse and *Drosophila*. Despite these studies, many open questions remain regarding the developmental roles of Ezh2. Our study sheds new light on the requirement of Ezh2 during early vertebrate development. Most importantly, our results indicate that the basic vertebrate body plan can be established without Ezh2, but that Ezh2 is essential for the maintenance of a wide range of tissues, possibly by playing a role in terminal differentiation. In the following sections we will discuss possible scenarios regarding the roles of Ezh2 during vertebrate development.

### Function of Ezh2 in germ cells

Our results demonstrate a clear function for *ezh2* during embryonic development. Strikingly, even though the maternal-to-zygotic transition occurs around 3–4 hours after fertilization, the first phenotypic differences between wildtype embryos and embryos lacking both maternal and zygotic *ezh2* are not evident until hours after gastrulation. This may hint to a mechanism in which maternally expressed *ezh2* acts by pre-labeling genes with specific chromatin marks such that they can be properly regulated later during development. It is possible that without this pre-labeling, genes cannot be properly shut down after being activated, like we show for a number of myocardial markers and *shh* and *ntl*. Even though we have not timed when this activity would be required, our data suggest that this pre-labeling may in fact already occur during oogenesis. This is supported by observations in *Ring1/Rnf2* mutant mice that show that Polycomb group proteins act in the female germline to establish developmental competence^20^. Also in *C. elegans* transgenerational inheritance of H3K27me3 has been demonstrated^42^. In addition, work in *Drosophila* showed that PRC2 plays a role in determining germ cell fate^43^,^44^. We note that this maternal activity is not absolutely essential for viability, since embryos lacking only maternal *ezh2*, while expressing zygotic *ezh2,* can develop into fertile adults. Apparently, the embryo is able to handle a wide range of gene expression levels during early development.

The *ezh2* germline mutants are fertile and able to form *MZezh2* mutant embryos. The germ cells of *ezh2* germline mutants are originally derived from an incross between heterozygous parents. This implies that these germ cells, lacking zygotic expression of *ezh2,* obtained correct epigenetic labeling from the parents and this may be the reason they can function normally. Whether the germ cells of *MZezh2* mutant zebrafish embryos are functional needs to be tested by serial transplantation assays. Previous studies in mouse and human have shown that during germline development H3K27me3 is almost exclusively present at genes important for somatic development^45^,^46^, and hence ectopic expression of these genes in *MZezh2* mutant germ cells may lead to sterility. In concordance, *C. elegans* mutants for PRC2 homologs display a maternal effect sterile phenotype^47^,^48^,^49^.

### Ezh2 does not affect early zebrafish development

*MZezh2* mutant embryos lack Ezh2 and H3K27me3 and show major differences in gene expression even before the zygotic genome is activated. Still, these embryos are able to form a normal body plan and only die at a time point when tissue specification has taken place, indicating zygotic genome activation is not strongly affected. This is in contrast with Polycomb group mutants in other vertebrates, where loss of Polycomb group gene expression results in early lethality, mostly before gastrulation^5^,^6^,^19^,^20^,^50^,^51^,^52^,^53^. The reason for this ‘delayed’ lethality in zebrafish is not completely clear. One could argue that Ezh1 is able to compensate for the loss of Ezh2, since it was reported that Ezh1 can also trimethylate H3K27^16^. However, we think this is highly unlikely, since we show that *ezh1* is not maternally loaded into the zebrafish embryo, and based on our array and qPCR data, is not expressed in *MZezh2* mutant embryos until at least 1 dpf.

A potential explanation for the lack of an early developmental phenotype of *MZezh2* mutants in zebrafish is that unlike mice, zebrafish embryos do not form extra-embryonic tissue, which is essential for normal murine development. Another explanation may be found in differences in developmental timing between mice and zebrafish. In mice, maternal contribution lasts only until the 2-cell stage, while in zebrafish embryos this lasts until at least 1,000-cell stage^23^. Nevertheless, the fact that zebrafish embryos can gastrulate properly in the absence of Ezh2 indicates that this crucial developmental event does not critically depend on Polycomb gene activity. This makes the zebrafish a very interesting and unique model system to study Ezh2, and Polycomb function in general, during tissue specification and maintenance.

### Ezh2 function in tissue maintenance

Most of the defects we observed in *MZezh2* mutants relate to tissue maintenance. For example, the heart and the gastrointestinal tract can be specified but fail to be properly maintained. The observed loss of tissue maintenance does not seem to be caused by apoptosis. Alternatively, the failure of tissues to terminally differentiate might be caused by an arrest in proliferation, potentially by deregulation of genes involved in cell cycle control. Terminal differentiation defects were also observed in *rnf2* mutant zebrafish during pectoral fin and cranial facial development^28^,^54^. Although *rnf2* was only zygotically absent in these mutants and Rnf2 is part of PRC1 instead of PRC2, this indicates a common mechanism of involvement of Polycomb group genes in terminal differentiation. By more detailed studies of the developing heart tube we show that myocardial integrity cannot be maintained in the absence of Ezh2, while cell adhesion is not affected. In addition to the well-known function of Ezh2 as a suppressor of gene expression, it can also directly methylate non-histone targets. One example of this is the cardiac transcription factor GATA4, where methylation of GATA4 by PRC2 results in inhibition of GATA4 transcriptional activity in mice^55^. This function of PRC2 potentially plays a role in the observed myocardial phenotype of *MZezh2* zebrafish mutants.

Studies in mice, where conditional knockouts for *Ezh2* were generated using different heart specific promoters, showed that loss of *Ezh2* at an early time point results in cardiac defects, whereas loss of *Ezh2* after the heart is fully formed does not show a severe phenotype^9^,^10^. Possibly, there is a sensitive period during which Ezh2 represses its targets in progenitor cells to safeguard normal myocardial development, followed by terminal differentiation of myocardial cells, after which Ezh2 becomes dispensable for maintenance of silencing, because other chromatin features may stably lock gene expression status^4^,^6^,^56^,^57^.

Another mechanism through which Ezh2 may affect tissue maintenance is that Ezh2 may have a critical role within tissue-specific stem cells, such that upon loss of Ezh2 the tissue cannot be properly supported by the addition of newly differentiating cells^8^,^9^,^10^,^11^,^12^. Discrimination between these mutually non-exclusive scenarios will require the identification and study of relevant stem cell pools of the affected tissues, and tracing experiments in order to follow gene expression within single cells.

Taken together, our work implies that Ezh2 is essential for tissue maintenance and to set up proper maternal mRNA contribution, and presents a novel and powerful tool to study how Polycomb group proteins act during early vertebrate development and tissue maintenance.

## Methods

### Zebrafish genetics and strains

Zebrafish (*Danio rerio*), were housed according to standard conditions^58^ and staged according to Kimmel *et al*^59^. The *ezh2* nonsense mutant (*hu5670*, R592STOP) was derived from ENU mutagenized libraries using target-selected mutagenesis as described^29^. Zebrafish with the *ezh2* mutant allele were outcrossed against wildtype zebrafish (TL or AB) and subsequently incrossed to obtain homozygous mutants. *Tg*(*myl7::GFP*) and *Tg*(*vas::eGFP*) zebrafish have been described before^60^,^61^. All experiments were carried out in accordance with animal welfare laws, guidelines, and policies and were approved by the Utrecht University and the Radboud University Animal Experiments Committee.

### Genotyping

DNA was purified from caudal fin tissue taken from anesthetized zebrafish, or from embryos. An *ezh2* fragment was amplified by nested PCR with primers indicated in Supplementary Table S3. The *ezh2* mutation (*hu5670*, CCTGGCTGTA(C > T)GAGAGTGTGA) results in the loss of an RsaI restriction site. PCR was followed by RsaI restriction to finalize genotyping (Supplementary Fig. S2).

### Germ cell transplantation

Germ cell transplantation was performed as described previously^30^. At 4 hpf cells from the margin of the embryo were transplanted into wildtype hosts that were injected with the *dead end* morpholino, resulting in death of the primordial germ cells of the host^62^. Transplanted cells were labeled with *Tg*(*vas::eGFP*) and were derived from an *ezh2*(*hu5670*) heterozygous incross. After transplantation the donors were genotyped. At 1 dpf it was assessed whether the transplantation was successful, after which these embryos were raised to adulthood, obtaining a wildtype zebrafish harboring an *ezh2* mutant germline. The adult female germline mutants were checked for being 100% mutant by crossing them to a male germline mutant or a male *ezh2* heterozygous mutant zebrafish and determine the phenotype and genotype of the progeny. For all germline mutants used in this study the resulting progeny was 100% or 50% homozygous mutant, depending on the genotype of the zebrafish it was crossed with. The germline mutant zebrafish displayed normal fertility and produced 200–600 embryos per cross. The *MZezh2* mutant embryos all displayed the same phenotype. For the experiments below we used siblings from a cross of *ezh2* germline mutant females with heterozygous *ezh2* mutant males and genotyped them afterwards. For the gene expression analysis we crossed *ezh2* germline mutant females with *ezh2* germline mutant males to obtain 100% *MZezh2* mutant progeny. Since the *MZezh2* mutant embryos display a lethal phenotype, the embryos that were used were the first generation after germline transplantation.

### Histological analysis

Zebrafish embryos were sacrificed with Tricaine and ice-cold water, fixed overnight in 4% PFA in PBS at 4 °C. After fixation the embryos were gradually transferred to 75% ethanol after which they were embedded in plastic for sectioning. Plastic sections were stained with haemotoxylin and eosin for histological analysis.

### Whole mount *in situ* hybridization

Embryos were fixed overnight at 4 °C in 4% PFA in PBS, after which they were gradually transferred to 100% methanol. Embryos older than 24 hpf were treated with proteinase K. *In situ* hybridization was performed as described previously^63^. The embryos were imaged by light microscopy or embedded in plastic for sectioning and imaging.

### Immunostainings

Immunostainings were performed as described previously^63^,^64^. Embryos were fixed in 4% PFA in PBS at 4 °C overnight. After fixation they were gradually transferred to 100% methanol. Rabbit anti-Ezh2 antibody from Cell Signalling Technologies was used (1:200). The epitope of this antibody is located upstream of the SET domain and the identified nonsense mutation in *ezh2*. Rabbit anti-H3K27me3 antibody from Millipore was used (1:750). Cy3-anti-rabbit antibody from Jackson ImmunoResearch was used as secondary antibody. Immunostainings were analyzed using a confocal fluorescent microscope (Leica, SP5). Immunostainings after *in situ* hybridization and for dm-GRASP and active Caspase-3 were performed with a rabbit anti-GFP from Gentaur (1:200), mouse anti-dm-GRASP from DSHB (1:200), and anti-Caspase-3 from BD Biosciences (1:500), respectively, followed by a peroxidase labeled polymer (Immunovision and Dako) for DAB staining. The immunostainings were analyzed using a light microscope. When embedded in paraffin, the sections were stained with neutral red.

### qPCR analysis

Total RNA was isolated from 0 hpf, 3.3 hpf, and 1 dpf wildtype and *MZezh2* mutant embryos using Trizol. cDNA was synthesized using Superscript II (Invitrogen). Standard qPCR using SYBR Green was performed using the primers shown in Supplementary Table S4. Relative expression was corrected for primer efficiency and calculated based on expression of housekeeping genes *β-actin* and *ef1α*.

### Time lapse imaging

Embryos of 1 dpf were dechorionated and mounted in glass bottom plates using 0.25% agarose in E3 embryo medium containing Tricaine. Confocal imaging was performed overnight using a LEICA AF7000 microscope. Pictures were taken with 7.5-minute intervals.

### Gene expression microarrays

Custom 4 × 44k microarrays for zebrafish from Agilent were used according to manufacturer’s protocol. 200 ng of total RNA from 1 cell stage embryos and embryos of 3.3 hpf was converted into cRNA and labeled with Cy3 or Cy5. Samples were subsequently hybridized overnight and washed. A dye swap was included as a technical replicate. The experiment was performed in duplicate using biological replicates. The arrays were processed using R/Bioconductor and limma^65^. After background correction, within-array normalization (loess) and between-array normalization (Aquantile) was performed. Differential expression was determined using eBayes method. The expression profiles were clustered using pam with the Euclidean distance metric. We used the biomaRt package^66^,^67^ to provide the Ensembl annotation with systematic name and genomic location based on the probe identifiers.

H3K27me3 ChIP-seq data for 24 hpf was obtained from NCBI GEO (GSE35050^34^) and mapped to the zebrafish genome (danRer7/Zv9) with bwa^68^. The bandplots were created using fluff^69^ for the transcription start sites of differentially expressed genes (fold change >=2) and genes present on the array with or without H3K27me3 enrichment. DAVID annotation^70^,^71^ was obtained from https://david.ncifcrf.gov/.

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE64618 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64618).

## Additional Information

**How to cite this article**: San, B. *et al.* Normal formation of a vertebrate body plan and loss of tissue maintenance in the absence of *ezh2. Sci. Rep.* **6**, 24658; doi: 10.1038/srep24658 (2016).

## Supplementary Material

Supplementary Information

Supplementary Movie 1

Supplementary Movie 2

## Figures and Tables

**Figure 1:**
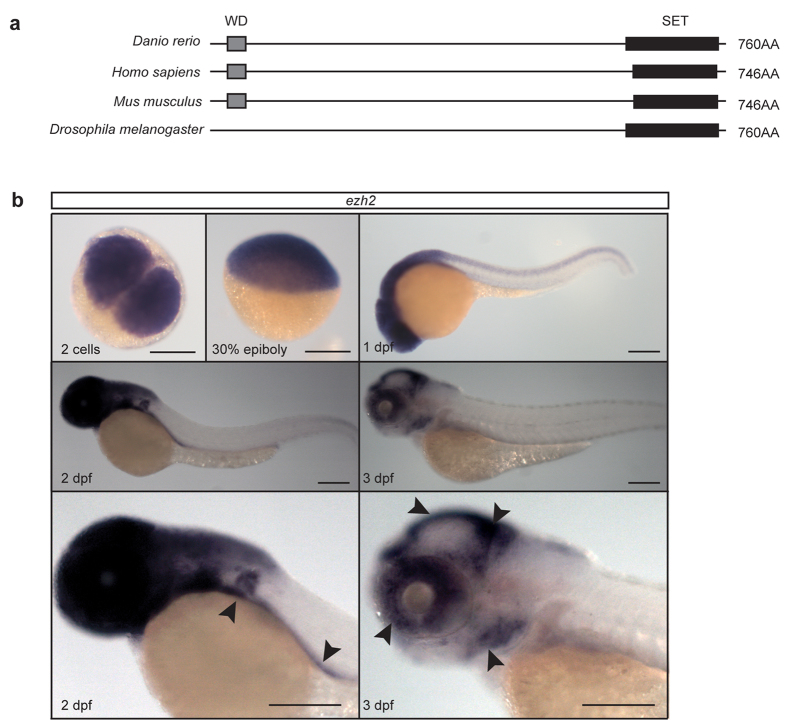
The Polycomb group protein Ezh2 is conserved in zebrafish and *ezh2* mRNA is maternally provided in zebrafish embryos. (**a)** Schematic representation of Ezh2 orthologs in zebrafish, human, mouse, and *Drosophila*. Detailed alignments (Supplementary Fig. S1) show high conservation between the different species. This is 85% and 86% between zebrafish and human and mouse, respectively. Black boxes indicate the location of the SET domain. Grey boxes indicate the location of the WD domain. (**b**) *In situ* hybridization for *ezh2* at 2 cells, 30% epiboly, 1, 2, and 3 dpf. *ezh2* mRNA is maternally provided and at 2 and 3 dpf it is expressed in the pectoral fins, gut, tectum, eye, mid-hindbrain region, and the branchial arches (arrow heads). Scale bar is 200 μm.

**Figure 2:**
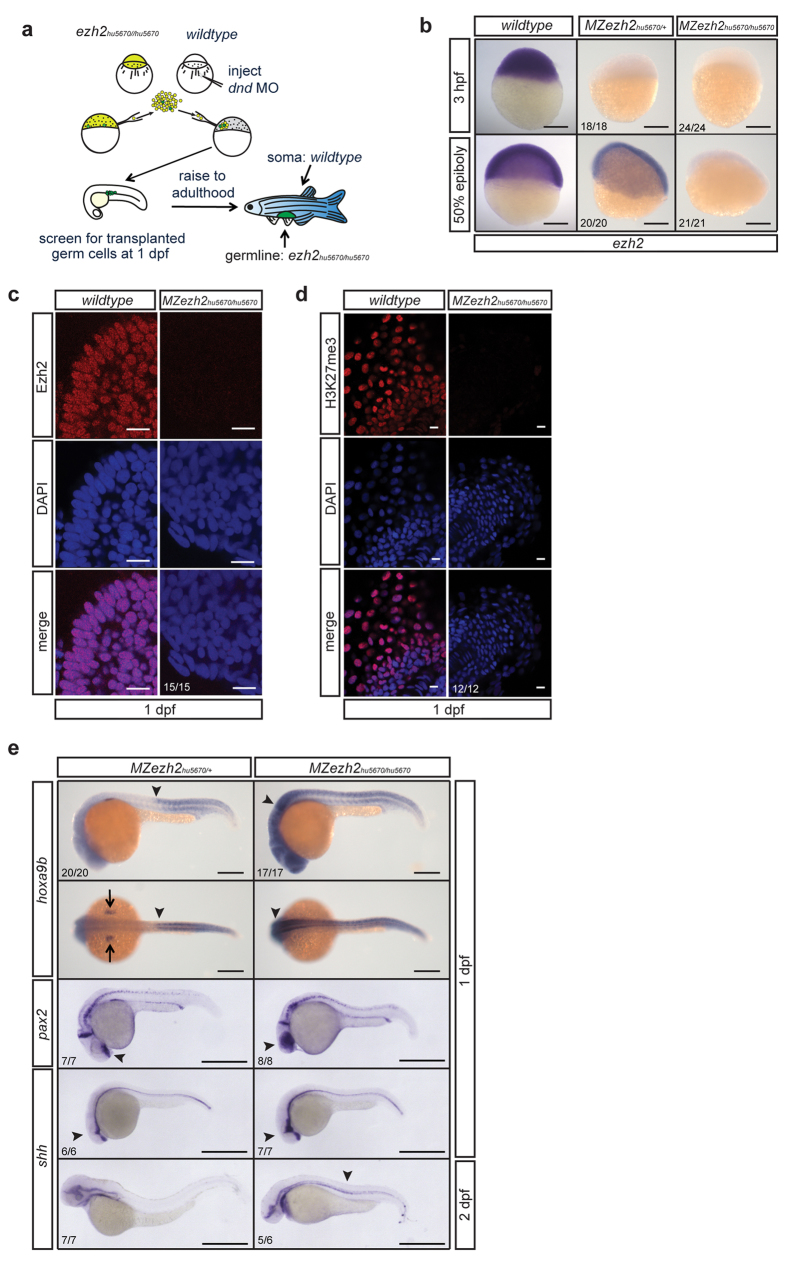
Maternal zygotic *ezh2* mutant embryos lack Ezh2 and H3K27me3, and show aberrant *hox, pax,* and *shh* gene expression. (**a**) Schematic representation of germline transplantation at sphere stage to obtain germline mutant zebrafish. The progeny are maternal zygotic *ezh2* mutant embryos (*MZezh2*^*hu5670*/*hu5670*^). (**b**) *In situ* hybridization for *ezh2* mRNA shows maternal contribution of *ezh2* as well as zygotic expression in wildtype embryos. Maternal contribution of *ezh2* is lost (3 hpf) in *MZezh2*^*hu5670*/+^ and *MZezh2*^*hu5670*/*hu5670*^ embryos. Zygotic *ezh2* expression (30% epiboly) is also lost in *MZezh2*^*hu5670*/*hu5670*^. Scale bar is 200 μm. (**c**) Immunostaining for Ezh2 in wildtype and *MZezh2*^*hu5670*/*hu5670*^ embryos at 1 dpf. Ezh2 shows representative nuclear localization in the forebrain of wildtype embryos and is lost in *MZezh2*^*hu5670*/*hu5670*^ embryos. Scale bar is 10 μm. (**d**) Immunostaining for H3K27me3 in wildtype and *MZezh2*^*hu5670*/*hu5670*^ embryos at 1 dpf. H3K27me3 shows representative nuclear localization in the tail of wildtype embryos and is lost in *MZezh2*^*hu5670*/*hu5670*^ embryos. Scale bar is 10 μm. (**e**) *In situ* hybridization for *hoxa9b*, *pax2*, and *shh* mRNA in *MZezh2*^*hu5670*/+^ and *MZezh2*^*hu5670*/*hu5670*^ embryos at 1 and 2 dpf. In *MZezh2*^*hu5670*/+^ embryos a clear boundary of *hoxa9b* expression is visible (arrow head) as well as expression in the pectoral fin buds (arrows). Expression is shifted to anterior in *MZezh2*^*hu5670*/*hu5670*^ embryos (arrow head). The expression pattern of *hoxa9b* in *MZezh2*^*hu5670*/+^ resembles that of wildtype embryos^54^. Scale bar is 200 μm. In *MZezh2*^*hu5670*/+^ embryos expression of *pax2* is normal and amongst others restricted to the optic stalk, mid-hindbrain boundary, and the spinal cord neurons^32^. Expression in the optic stalk is spread throughout the eye in *MZezh2*^*hu5670*/*hu5670*^ embryos. Expression of *shh* is comparable to wildtype embryos in *MZezh2*^*hu5670*/+^ embryos at 1 and 2 dpf^31^. In *MZezh2*^*hu5670*/*hu5670*^ embryos, expression of *shh* is outside the regular boundaries in the head region (arrow head) at 1 dpf and is still present at 2 dpf in the notochord, in contrast to *MZezh2*^*hu5670*/+^ embryos (arrow head). Scale bar is 500 μm. The numbers indicate the number of embryos with the displayed phenotype compared to the total number of embryos analyzed.

**Figure 3:**
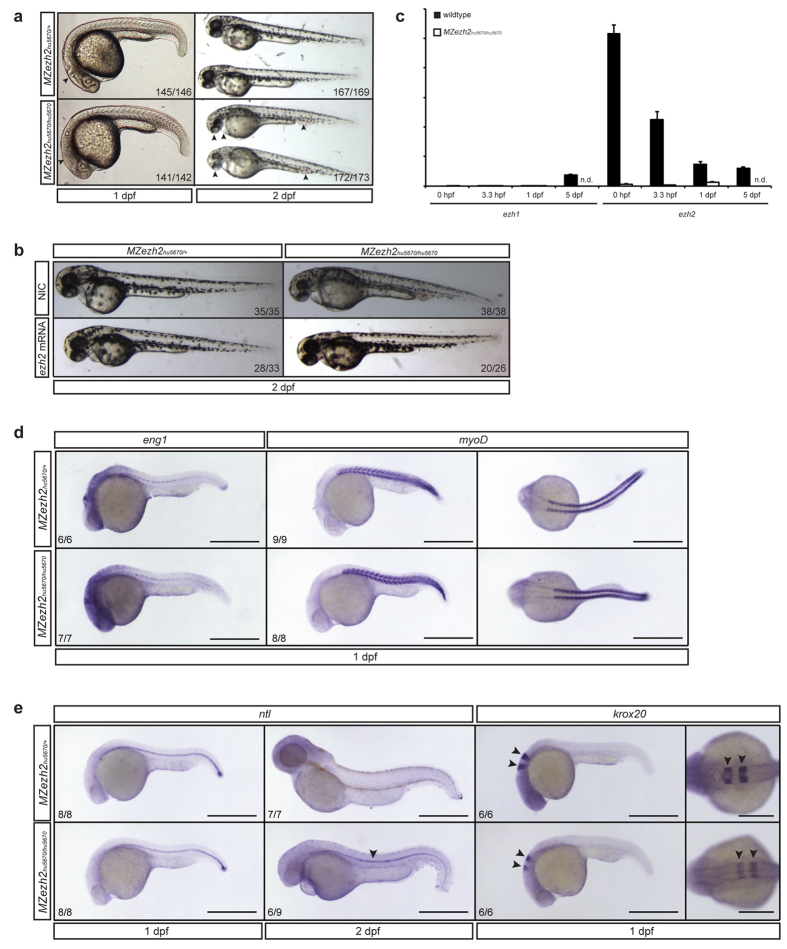
*Maternal zygotic ezh2* mutants form a normal body plan and display a pleiotropic phenotype at 2 dpf. (**a**) *MZezh2*^*hu5670*/*hu5670*^ appear relatively normal at 1 dpf, although a clear mid-hindbrain boundary appears to be absent (arrow head). They display a pleiotropic phenotype at 2 dpf, having small eyes, a stringy heart, and blood accumulation (arrow heads). *MZezh2*^*hu5670*/+^ show normal development. (**b**) The pleiotropic phenotypes of *MZezh2*^*hu5670*/*hu5670*^ can be rescued by injection of full-length *ezh2* mRNA (300 pg). The numbers indicate the number of embryos with the displayed phenotype compared to the total number of embryos injected in two experiments. (**c)** Expression analysis of *ezh1* and *ezh2* in wildtype and *MZezh2*^*hu5670*/*hu5670*^ embryos at 0 hpf, 3.3 hpf, and 1 dpf. Expression of *ezh1* is not detectable in *MZezh2*^*hu5670*/*hu5670*^ embryos and wildtype embryos at 0 hpf, 3.3 hpf, and 1 dpf. *ezh1* is expressed in wildtype control embryos at 5 dpf. *ezh2* is expressed in wildtype embryos at 0 hpf, 3.3 hpf, 1 dpf, and 5 dpf, showing a decrease in expression over time. *ezh2* expression cannot be detected in *MZezh2*^*hu5670*/*hu5670*^ embryos. Relative expression was calculated based on expression of housekeeping genes *β-actin* and *ef1α*. Error bars represent standard deviation. n.d. is not done. (**d**) *In situ* hybridization for *eng1* (muscle pioneer marker) and *myoD* (somite marker) at 1 dpf in *MZezh2*^*hu5670*/*hu5670*^ embryos and *MZezh2*^*hu5670*/+^. Both *eng1* and *myoD* are normally expressed in *MZezh2*^*hu5670*/*hu5670*^ and *MZezh2*^*hu5670*/+^. Scale bar is 500 μm. (**e**) *In situ* hybridization for *ntl* at 1 dpf shows no difference in spatiotemporal expression between *MZezh2*^*hu5670*/*hu5670*^ embryos and the heterozygous siblings. At 2 dpf *in situ* hybridization for *ntl* showed expression in the notochord of *MZezh2*^*hu5670*/*hu5670*^ embryos, whereas this is not visible in *MZezh2*^*hu5670*/+^ (arrow head). *In situ* hybridization for *krox20* at 1 dpf showed normal expression in *MZezh2*^*hu5670*/+^, but reduced expression in rhombomeres 3 and 5 in *MZezh2*^*hu5670*/*hu5670*^ embryos (arrow heads). Scale bar is 500 μm for lateral views and 250 μm for dorsal view of *krox20* expression. The numbers indicate the number of embryos with the displayed phenotype compared to the total number of embryos analyzed.

**Figure 4:**
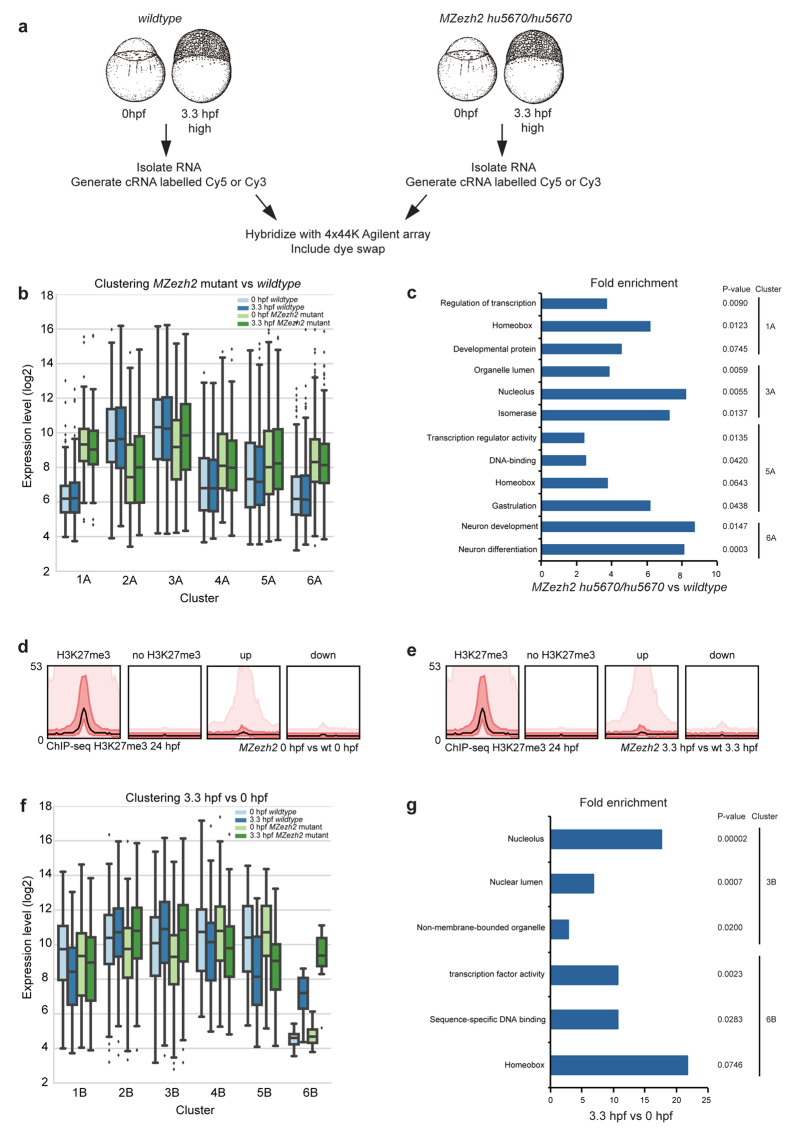
Gene expression analysis of maternal zygotic *ezh2* mutants. (**a**) Schematic overview of samples that were used for microarrays and the subsequent workflow. (**b**) Boxplots of gene expression levels (log2) for genes in cluster 1A–6A, comparing genes that are significantly differently expressed between wildtype versus *MZezh2*^*hu5670*/*hu5670*^ embryos at 0 hpf and 3.3 hpf. In comparison, expression level (log2) of housekeeping genes *actb*, *eef1a1*, and *tuba* is between 7.3 and 9.3. The mean expression (log2) of the array is between 9.5 and 10.1. (**c**) DAVID analysis on genes differently expressed between *MZezh2*^*hu5670*/*hu5670*^ and wildtype embryos at 0 hpf and 3.3 hpf. The fold enrichment of different terms is shown for the different clusters shown in Fig. 4b (Bonferroni corrected p-value  < 0.1). (**d**) Bandplots of H3K27me3 ChIP-sequencing showing presence of H3K27me3 at genes that are significantly (>2-fold, p < 0.01) up- or downregulated in *MZezh2*^*hu5670*/*hu5670*^ versus wildtype embryos at 0 hpf. The graphs show transcription start site ± 20 kb. The left panel shows the intensity distribution of the H3K27me3 peaks in wildtype embryos at 24 hpf. The mean of the median is depicted as a black line, 50% is red, and 90% is pink. (**e**) Bandplots like in Fig. 4d for genes that are significantly up- or downregulated in *MZezh2* mutant versus wildtype embryos at 3.3 hpf. (**f**) Boxplots of gene expression levels (log2) for genes in cluster 1B–6B (Supplementary Fig. S4), comparing genes that are significantly differently expressed between 0 hpf versus 3.3 hpf in wildtype and *MZezh2*^*hu5670*/*hu5670*^ embryos. (**g**) DAVID analysis on genes differently expressed between 3.3 hpf and 0 hpf in *MZezh2*^*hu5670*/*hu5670*^ and wildtype embryos. The fold enrichment of different terms is shown for the different clusters shown in Fig. 4f (Bonferroni corrected p-value < 0.1).

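On the re-derived scale the mean log2 level over all probes was 8.24 to 8.25 on the arrays, and over the 17449 genes tested 9.50 to 9.52. The log2 level of *eef1a1l1*, a translation elongation factor gene, was 16.51 to 16.64 in the genotypes and stages. That of the beta-actin genes *actb1* and *actb2* was 14.62 to 16.22 and 15.08 to 16.27, and those of the alpha-tubulin genes between 7.08 for *tuba7l* and 15.92 for *tuba8l4* (means of 2 replicates). Levels of different probes cannot be set against each other as amounts of mRNA. Of 12 such genes 3 were higher and 5 lower in *MZezh2* zygotes at an adjusted p under 0.05 from limma (3 and 6 adjusted over the list alone). These include *tuba5* (log2 fold change -2.52, adjusted p = 0.00262), *tuba1b* (1.64, adjusted p = 0.0079) and *actb2* (-0.81, adjusted p = 0.0161). *eef1a1l1* was at -0.13 (adjusted p = 0.344) and *actb1* at -0.69 (adjusted p = 0.062), while the other *actb1* probes were all lower (-0.61 to -0.86, adjusted p = 0.0237 to 0.0483). Their median was -0.43 at 0 hpf (camera adjusted p = 0.367) and -0.30 at 3.3 hpf (camera adjusted p = 0.0870).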

**Figure 5:**
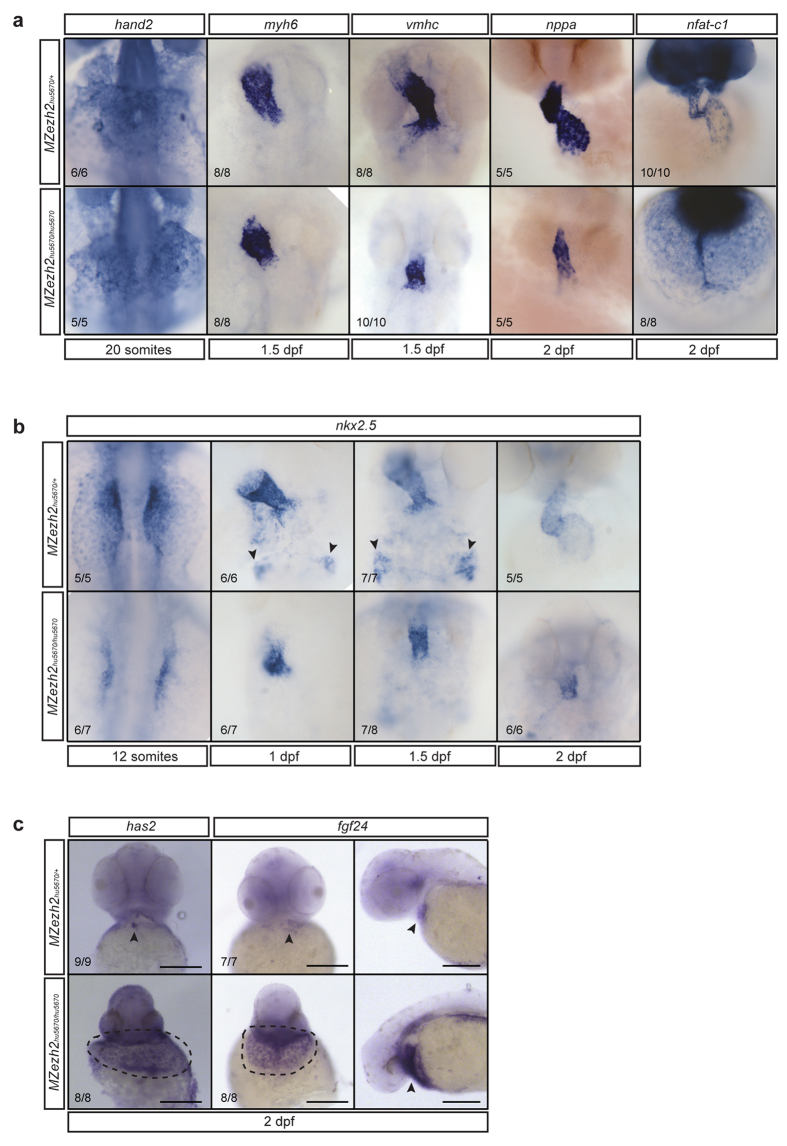
Myocardial development is affected in *MZezh2* embryos. (**a**) *In situ* hybridization for different heart markers in *MZezh2*^*hu5670*/+^ and *MZezh2*^*hu5670*/*hu5670*^ at various time points of development. *hand2* is an early myocardial marker. *myh6* is a marker for atrial cells. *vmhc* is a marker for ventricular cells. *nppa* is a late myocardial marker. *nfat-c1* is an endocardial marker. All these markers are expressed in *MZezh2*^*hu5670*/*hu5670*^, although *vmhc*, *nppa,* and *nfat-c1* expression show a smaller number of positive cells. (**b**) *In situ* hybridization for *nkx2.5* at different time points after fertilization in *MZezh2*^*hu5670*/+^ and *MZezh2*^*hu5670*/*hu5670*^ embryos. Arrow heads point to cells of the pharyngeal arch artery progenitors. This is absent in *MZezh2*^*hu5670*/*hu5670*^. (**c**) *In situ* hybridization for *has2* and *fgf24* at 2 dpf in *MZezh2*^*hu5670*/*hu5670*^ and their heterozygous siblings. In *MZezh2*^*hu5670*/+^ expression is restricted to the heart (arrow heads), whereas in the *MZezh2*^*hu5670*/*hu5670*^ embryos expression is visible in the area surrounding the heart tube (encircled by dashed line). For *fgf24* this is also shown from a lateral view (arrow heads). Scale bar is 200 μm. The numbers indicate the number of embryos with the displayed phenotype compared to the total number of embryos analyzed.

**Figure 6:**
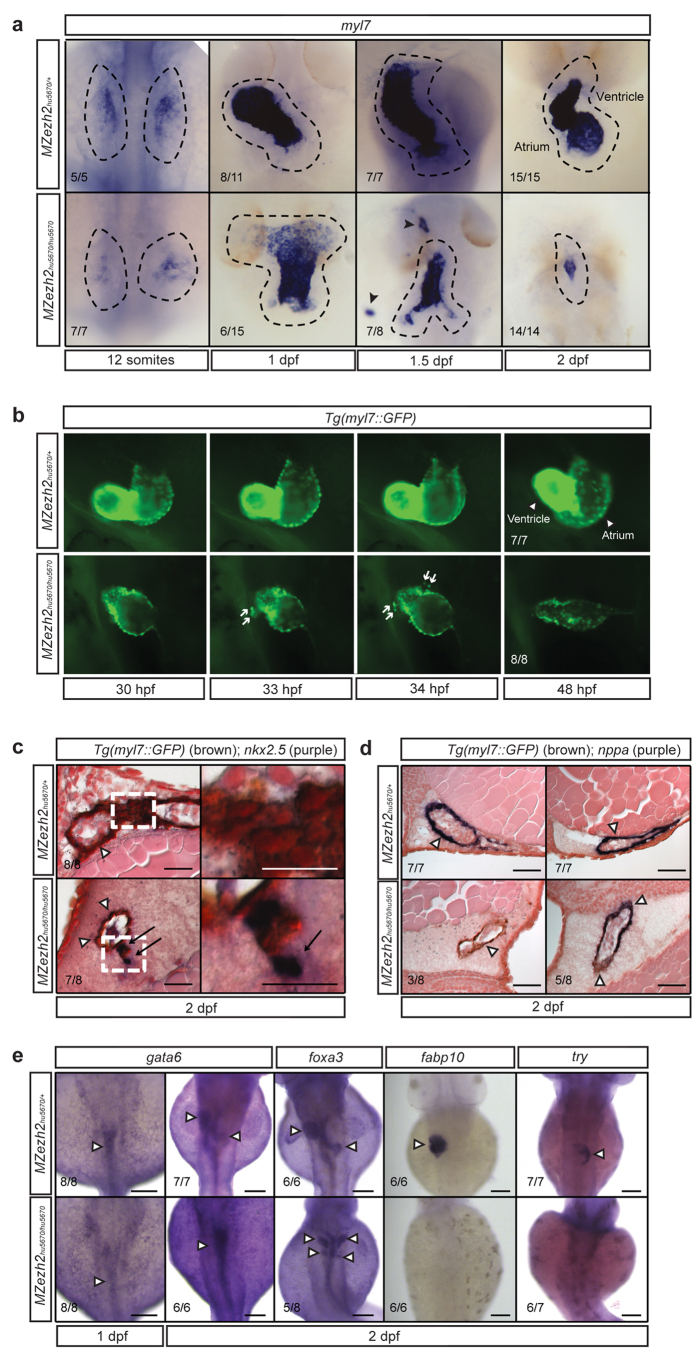
*MZezh2* mutant embryos display impaired myocardial and gastrointestinal tissue maintenance. (**a**) *In situ* hybridization for *myl7* at different time points in *MZezh2*^*hu5670*/+^ and *MZezh2*^*hu5670*/*hu5670*^. At 1 dpf the heart of *MZezh2*^*hu5670*/*hu5670*^ is straight. In *MZezh2*^*hu5670*/*hu5670*^ embryos *myl7* expressing cells are found outside the heart at 1.5 dpf (arrow heads). At 2 dpf the number of *myl7* expressing cells is decreased in *MZezh2*^*hu5670*/*hu5670*^ compared to *MZezh2*^*hu5670*/+^. (**b**) Stills of time lapse (Supplementary Movie S1,2) imaging of *Tg(myl7::GFP) MZezh2*^*hu5670*/+^ and *MZezh2*^*hu5670*/*hu5670*^ embryos from 1 to 2 dpf. In *MZezh2*^*hu5670*/*hu5670*^ embryos, GFP-positive cells are moving away from the heart (arrows). Arrow heads point at ventricle and atrium. (**c**) Immunostaining for GFP to visualize *Tg(myl7::GFP)* (brown precipitation, arrow heads) combined with *in situ* hybridization for *nkx2.5* (purple staining, arrows) at 2 dpf. In *MZezh2*^*hu5670*/+^ no *nkx2.5* expressing cells are present. In *MZezh2*^*hu5670*/*hu5670*^ cells that are detached from the heart express *nkx2.5*. The right panel shows a zoom-in of the left panel (white square). Scale bar is 50 μm. (**d**) Immunostaining for GFP *Tg*(*myl7::GFP*) combined with *in situ* hybridization for *nppa* at 2 dpf in *MZezh2*^*hu5670*/+^ and *MZezh2*^*hu5670*/*hu5670*^ embryos. Two embryos per genotype are shown. In *MZezh2*^*hu5670*/*hu5670*^ embryos *nppa* expression is absent in one and not ubiquitous in the other embryo (arrow heads). In *MZezh2*^*hu5670*/+^ *nppa* is expressed in atrium and ventricle (arrow heads). Scale bar is 50 μm. (**e**) *In situ* hybridization for different gastrointestinal tract markers at 1 and 2 dpf in *MZezh2*^*hu5670*/*hu5670*^ and *MZezh2*^*hu5670*/+^. Expression of *gata6* is present in both *MZezh2*^*hu5670*/*hu5670*^ and *MZezh2*^*hu5670*/+^ at 1 and 2 dpf. At 2 dpf the intestinal tube appears straight in the *MZezh2*^*hu5670*/*hu5670*^, whereas structures like the liver and pancreas can be seen in *MZezh2*^*hu5670*/+^ (arrow heads). *MZezh2*^*hu5670*/*hu5670*^ are able to form a gastrointestinal tract, observed by *in situ* hybridization for *foxa3* at 2 dpf, although the organs are bilaterally formed (arrow heads). In *MZezh2*^*hu5670*/*hu5670*^ no expression of terminal differentiation markers for liver, *fabp10,* and exocrine pancreas, *try,* was observed. Scale bar is 100 μm. Numbers indicate the number of embryos with the displayed phenotype compared to the total number of embryos analyzed.

# Supplementary material for: Normal formation of a vertebrate body plan and loss of tissue maintenance in the absence of ezh2
**Source:** Sci Rep. 2016 May 5;6:24658. doi: 10.1038/srep24658
**Supplement:** Supplementary Information

## SUPPLEMENTARY INFORMATION

### **Normal formation of a vertebrate body plan and loss of tissue maintenance in the absence of *ezh2***

#### AUTHORS

Bilge San<sup>1§</sup>, Naomi D. Chrispijn<sup>2§</sup>, Nadine Wittkopp<sup>3,4</sup>, Simon J. van Heeringen<sup>5</sup>, Anne K. Lagendijk<sup>3#</sup>, Marco Aben<sup>1</sup>, Jeroen Bakkers<sup>3,6</sup>, René F. Ketting<sup>3,4</sup>, Leonie M. Kamminga<sup>1,2,3\*</sup>

<sup>1</sup>Radboud University Medical Center, Radboud Institute for Molecular Life Sciences, Nijmegen, The Netherlands, <sup>2</sup>Radboud University, Faculty of Science, Department of Molecular Biology, Radboud Institute for Molecular Life Sciences, Nijmegen, The Netherlands, <sup>3</sup>Hubrecht Institute, University Medical Centre Utrecht, Utrecht, The Netherlands, <sup>4</sup>Institute of Molecular Biology, Mainz, Germany, <sup>5</sup>Radboud University, Faculty of Science, Department of Molecular Developmental Biology, Radboud Institute for Molecular Life Sciences, Nijmegen, The Netherlands, <sup>6</sup>Medical Physiology, University Medical Centre Utrecht, Utrecht, The Netherlands.

<sup>§</sup>These authors contributed equally to the work

## SUPPLEMENTARY FIGURE LEGENDS

**Fig. S1.** Alignment of *ezh2* orthologs of zebrafish, human, mouse, and *Drosophila*. Red bar indicates the SET domain, blue bar indicates the WD domain. *hu5670* (C>T) is indicated in green. 5'- CCTGGCTGTA (C>T) GAGAGTGTGA -3' R->stop. Asterisk indicates positions that have a single, fully conserved residue. A colon indicates conservation between groups of strongly similar properties - scoring > 0.5 in the Gonnet pam 250 matrix. A period indicates conservation between groups of weakly similar properties - scoring =< 0.5 in the Gonnet pam 250 matrix.

**Fig. S2. a.** Immunostaining for Ezh2 at 4 cells, 4 hpf, and 12 somites in wildtype embryos. Expression of Ezh2 (brown precipitation) is visible at 12 somites. Scale bar is 200  $\mu$ m. **b.** *In situ* hybridization for *pax2* 1 and 2 dpf and *shh* at 2 dpf in *MZezh2<sup>hu5670/hu5670</sup>* embryos and *MZezh2<sup>hu5670/+</sup>*. Expression of *pax2* in *MZezh2<sup>hu5670/hu5670</sup>* embryos appears to be more posterior at 2 dpf and there is no clear mid-hindbrain boundary visible. Expression of *shh* at 2 dpf shows normal patterns in *MZezh2<sup>hu5670/+</sup>* embryos (dorsal view). In *MZezh2<sup>hu5670/hu5670</sup>* embryos, *shh* expression still present in the notochord at 2 dpf, in contrast to *MZezh2<sup>hu5670/+</sup>* embryos (arrow head). Scale bar is 500  $\mu$ m. **c.** *In situ* hybridization for *hoxd9a*, *hoxc8a*, and *hoxc6a* in *MZezh2<sup>hu5670/+</sup>* and *MZezh2<sup>hu5670/hu5670</sup>* embryos at 1 dpf. The expression pattern of these hox genes in *MZezh2<sup>hu5670/+</sup>* resembles that of wildtype embryos (van der Velden et al., 2013). *MZezh2<sup>hu5670/hu5670</sup>* embryos show that the boundary of *hox* expression is shifted to anterior (arrow heads). Scale bar is 200  $\mu$ m. **d.** *In situ* hybridization for *eng1*, *ntl*, and *krox20* at 1 dpf and for *ntl* at 2 dpf in wildtype embryos. Scale bar is 500  $\mu$ m. **e.** Genotyping results from an example of an *ezh2* heterozygous incross at 2 dpf. After nested PCR a product of 620 bp is formed. Subsequent restriction with *RsaI*, of which one site is absent in the *ezh2* mutant, results in the distinct patterns for wildtype, heterozygous, and mutant embryos (bands of 281, 224, 159, 122, and 57 bp). The samples were run on a 3% agarose gel. The numbers at the *in*

*situ* hybridization and immunostaining indicate the number of embryos with the displayed phenotype compared to the total number of embryos analyzed.

**Fig. S3. a.** Cluster analysis of genes significantly differentially expressed in *MZezh2*<sup>hu5670/5670</sup> versus wildtype embryos at 0 hpf and 3.3 hpf. **b.** Gene expression levels (log2) of genes significantly differentially expressed between wildtype and *MZezh2*<sup>hu5670/5670</sup> embryos at 0 hpf. Genes in different clusters (see Fig. 4b) are depicted in different colors. **c.** Same as in Fig. S3b, for genes that are significantly differentially expressed between wildtype and *MZezh2*<sup>hu5670/5670</sup> embryos at 3.3 hpf. **d.** Cluster analysis of genes significantly differentially expressed between 0 hpf and 3.3 hpf in *MZezh2*<sup>hu5670/5670</sup> and wildtype embryos. **e.** Gene expression levels (log2) of genes significantly differentially expressed between 0 hpf and 3.3 hpf in wildtype and *MZezh2*<sup>hu5670/5670</sup> embryos. Genes in different clusters (see Fig. 4f) are depicted in different colors. **f.** Same as in Fig. S3e, for genes that are significantly differentially expressed between 0 hpf and 3.3 hpf in *MZezh2*<sup>hu5670/5670</sup> embryos.

**Fig. S4. a.** Gene expression levels (log2) of a number of known myocardial markers in wildtype versus *MZezh2*<sup>hu5670/5670</sup> embryos at 0 hpf. **b.** Gene expression levels (log2) of a number of known myocardial markers in wildtype versus *MZezh2*<sup>hu5670/5670</sup> embryos at 3.3 hpf.

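On the re-derived log2 scale the level of *bmp2b* was 6.89 in wildtype and 8.97 in *MZezh2* zygotes, with SDs of 0.18 and 0.44 over 2 replicates. At 3.3 hpf it was 6.84 and 8.52. The level of *lft2* was 6.54 in both genotypes at 0 hpf, where it was well above background on 1 of 4 measurements in each, and 7.56 and 8.87 at 3.3 hpf, with SDs of 1.06 and 0.72. *gata5* (log2 fold change 0.48, adjusted p = 0.0517 from limma) and *mef2cb* (0.32, adjusted p = 0.0503) lay just over the threshold at 0 hpf and at 3.3 hpf (0.49 and 0.39, adjusted p = 0.0747 and 0.0508). *mef2cb* had a wildtype level of 11.33 at 0 hpf and *nkx2.7* one of 7.56. The offset added in background correction lowers fold changes of markers near the background.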

**Fig. S5. a.** Distribution of percentage of hearts jogging to the left, right, or straight at 1 dpf in *MZezh2*<sup>hu5670/+</sup> and *MZezh2*<sup>hu5670/hu5670</sup>. Total number of embryos analyzed is depicted at the top of the graph. **b.** *In situ* hybridization for *myl7* (extended staining) and *mef2cb* at 2 dpf in *MZezh2*<sup>hu5670/5670</sup> and *MZezh2*<sup>hu5670/+</sup>. In *MZezh2*<sup>hu5670/+</sup> expression is restricted to the heart, whereas in the *MZezh2*<sup>hu5670/5670</sup> embryos expression is visible in the area surrounding the heart tube. Scale bar is 200  $\mu$ m. **c.** Whole mount immunostaining for dm-GRASP and active Caspase-3 in *MZezh2*<sup>hu5670/5670</sup> embryos and heterozygous siblings at 2 dpf. *MZezh2*<sup>hu5670/5670</sup> embryos show normal expression of dm-GRASP and Caspase-3. The dotted line depicts the

expression of dm-GRASP in the heart. Scale bar is 200  $\mu\text{m}$ . **d.** Immunostaining for GFP *Tg(myl7::GFP)* combined with *in situ* hybridization for *nkx2.5* at 1 and 1.5 dpf in *MZezh2<sup>hu5670/+</sup>* and *MZezh2<sup>hu5670/hu5670</sup>* embryos. Expression of *nkx2.5* is partially absent in *MZezh2<sup>hu5670/hu5670</sup>* embryos at 1.5 dpf compared to *MZezh2<sup>hu5670/+</sup>*. Scale bar is 50  $\mu\text{m}$ . The numbers indicate the number of embryos with the displayed phenotype compared to the total number of embryos analyzed.

*Danio rerio* MGLTGKXSEKGPVWRRVRVKSEYMLRLQLKRFRRADEVKSMFSSNRQKILERTD---TLN  
*Homo sapiens* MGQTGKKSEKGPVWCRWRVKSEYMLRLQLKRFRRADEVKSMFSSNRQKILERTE---TLN  
*Mus musculus* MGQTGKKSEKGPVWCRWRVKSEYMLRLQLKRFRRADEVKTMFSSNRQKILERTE---TLN  
*D. melanogaster* -----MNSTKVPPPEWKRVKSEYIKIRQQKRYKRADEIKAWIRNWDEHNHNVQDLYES  
: \* : \* : \*:\*\*\*\*\*::\*\* \*\*:\*\*\*\*\*: : \* :: . . : \*

---

*Danio rerio* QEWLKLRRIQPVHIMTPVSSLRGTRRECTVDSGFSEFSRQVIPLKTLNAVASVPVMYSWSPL  
*Homo sapiens* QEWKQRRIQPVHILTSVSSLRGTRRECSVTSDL-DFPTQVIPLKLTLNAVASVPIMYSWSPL  
*Mus musculus* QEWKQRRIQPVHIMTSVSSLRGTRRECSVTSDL-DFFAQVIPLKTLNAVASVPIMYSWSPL  
*D. melanogaster* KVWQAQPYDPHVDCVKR----AEVTSYNGI-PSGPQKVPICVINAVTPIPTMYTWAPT  
: : : : \* : : : : : : : : \* : : : \* : : : \*

---

*Danio rerio* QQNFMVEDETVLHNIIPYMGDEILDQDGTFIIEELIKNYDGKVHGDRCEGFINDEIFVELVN  
*Homo sapiens* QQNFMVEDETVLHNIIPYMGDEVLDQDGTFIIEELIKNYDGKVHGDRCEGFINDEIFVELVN  
*Mus musculus* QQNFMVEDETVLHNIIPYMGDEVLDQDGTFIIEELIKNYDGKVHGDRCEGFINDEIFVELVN  
*D. melanogaster* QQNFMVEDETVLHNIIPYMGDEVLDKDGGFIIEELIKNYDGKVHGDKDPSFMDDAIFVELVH  
\*\*\*\*\*:\*.\*\*\*:\*\*\*\*\*: : .\*: \*\*\*\*\*:

---

*Danio rerio* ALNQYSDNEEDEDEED-H-----HDYKFKEKMDLC--DGKDD--  
*Homo sapiens* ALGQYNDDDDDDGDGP-P-----EEREKQKDL--DHRDD--  
*Mus musculus* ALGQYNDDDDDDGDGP-P-----DEREEKQKDL--DNRDD--  
*D. melanogaster* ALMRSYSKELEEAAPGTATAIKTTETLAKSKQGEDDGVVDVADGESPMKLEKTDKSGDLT  
\*\* : .: : : . . . \* \* : \*

---

*Danio rerio* -----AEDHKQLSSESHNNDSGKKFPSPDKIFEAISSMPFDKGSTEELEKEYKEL  
*Homo sapiens* -----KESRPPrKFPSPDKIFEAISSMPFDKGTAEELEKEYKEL  
*Mus musculus* -----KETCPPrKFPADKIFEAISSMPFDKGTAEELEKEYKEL  
*D. melanogaster* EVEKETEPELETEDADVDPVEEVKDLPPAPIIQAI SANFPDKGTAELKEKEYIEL  
. : \*\* : \*\*\*:\*\*\*\*: \*\*\*\*\*: : \*\*\*\*\* \*\*

---

*Danio rerio* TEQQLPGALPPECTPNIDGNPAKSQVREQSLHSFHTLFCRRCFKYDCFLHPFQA--TPNT  
*Homo sapiens* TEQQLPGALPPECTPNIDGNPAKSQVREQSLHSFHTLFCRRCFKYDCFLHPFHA--TPNT  
*Mus musculus* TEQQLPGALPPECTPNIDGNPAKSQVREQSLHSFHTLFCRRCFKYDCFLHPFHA--TPNT  
*D. melanogaster* TEHQDPE-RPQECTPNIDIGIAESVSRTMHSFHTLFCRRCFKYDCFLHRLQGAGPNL  
\*\*:\* \* \*\*\*\*\* ym\*v\*.\*\*:\*\*\*\*\*:\*\*\*\*\*: : . \*\*

---

*Danio rerio* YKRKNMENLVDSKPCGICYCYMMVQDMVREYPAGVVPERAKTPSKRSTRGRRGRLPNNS  
*Homo sapiens* YKRKNMTETALDNKPCGPOCYQHLEG---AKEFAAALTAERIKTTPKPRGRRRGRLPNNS  
*Mus musculus* YKRKNMTETALDNKPCGPOCYQHLEG---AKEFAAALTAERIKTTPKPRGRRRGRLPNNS  
*D. melanogaster* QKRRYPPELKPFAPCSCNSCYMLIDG---MKEKLAAD----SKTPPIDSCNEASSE-----  
\*: \* :\*. \*\* : .: \* \*\*\* . . :

---

*Danio rerio* SRPSTPTVNS-ETKDTDS DREGGA-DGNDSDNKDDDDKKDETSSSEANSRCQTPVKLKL  
*Homo sapiens* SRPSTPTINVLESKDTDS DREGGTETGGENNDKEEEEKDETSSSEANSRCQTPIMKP  
*Mus musculus* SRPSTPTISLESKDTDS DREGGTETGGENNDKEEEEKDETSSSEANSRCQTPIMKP  
*D. melanogaster* -----DSND--SNSQF-----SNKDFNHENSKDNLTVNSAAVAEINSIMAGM  
::\* \*: : .:\* :.:.\*: : .\*

---

*Danio rerio* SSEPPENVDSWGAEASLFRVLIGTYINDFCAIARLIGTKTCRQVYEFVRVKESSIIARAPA  
*Homo sapiens* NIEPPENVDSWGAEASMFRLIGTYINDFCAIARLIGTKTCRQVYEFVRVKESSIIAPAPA  
*Mus musculus* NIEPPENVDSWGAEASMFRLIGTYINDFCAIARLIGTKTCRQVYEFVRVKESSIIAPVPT  
*D. melanogaster* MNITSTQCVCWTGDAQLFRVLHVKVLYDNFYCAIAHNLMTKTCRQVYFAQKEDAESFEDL  
: \*\*\*\*: :\*:\*\* \*.\*:\*\*\*\*\*: : \*\*\*\*\* \*\*:::

---

*Danio rerio* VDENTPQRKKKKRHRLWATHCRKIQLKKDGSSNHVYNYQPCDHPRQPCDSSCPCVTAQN  
*Homo sapiens* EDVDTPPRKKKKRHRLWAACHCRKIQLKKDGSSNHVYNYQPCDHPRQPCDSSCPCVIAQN  
*Mus musculus* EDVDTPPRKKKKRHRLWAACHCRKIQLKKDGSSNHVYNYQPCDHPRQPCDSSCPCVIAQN  
*D. melanogaster* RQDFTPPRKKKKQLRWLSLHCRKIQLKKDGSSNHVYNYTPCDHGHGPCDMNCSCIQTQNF  
: \* \*\*\*\*:\*.\*\*\*: \*\*\*\*\*:\*\*\*\*\*: \*\*\*\*\*: \*\*\* : \* \*:\*\*\*

---

*Danio rerio* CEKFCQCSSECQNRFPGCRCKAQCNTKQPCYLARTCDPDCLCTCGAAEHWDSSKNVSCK  
*Homo sapiens* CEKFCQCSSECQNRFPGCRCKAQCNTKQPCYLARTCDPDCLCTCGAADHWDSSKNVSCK  
*Mus musculus* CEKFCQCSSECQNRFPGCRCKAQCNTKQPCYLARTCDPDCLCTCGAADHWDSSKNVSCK  
*D. melanogaster* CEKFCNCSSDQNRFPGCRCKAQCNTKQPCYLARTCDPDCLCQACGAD-QFKLTKITCK  
\*\*\*\*\*:\*\*\*:\*\*\*\*\*:\*\*\*\*\*:\*\*\*\*\*:\*\*\*\*\*:\*\*\*\*\*:\*\*\* :. . :\*:\*\*

---

*Danio rerio* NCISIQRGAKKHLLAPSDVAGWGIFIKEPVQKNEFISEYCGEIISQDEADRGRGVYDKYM  
*Homo sapiens* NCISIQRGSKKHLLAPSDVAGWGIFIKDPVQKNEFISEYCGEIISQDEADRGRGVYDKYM  
*Mus musculus* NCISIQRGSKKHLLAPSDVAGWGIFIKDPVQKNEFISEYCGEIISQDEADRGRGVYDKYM  
*D. melanogaster* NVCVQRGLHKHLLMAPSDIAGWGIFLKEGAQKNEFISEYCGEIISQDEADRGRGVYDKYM  
\* .:\*\*\* :\*\*\*\*:\*\*\*\*\*:\*\*\*\*\*:\*. : \*\*\*\*\*:\*\*\*\*\*:\*\*\*\*\*:\*\*\*\*\*

---

*Danio rerio* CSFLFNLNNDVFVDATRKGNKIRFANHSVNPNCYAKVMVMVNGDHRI GIFA KRAIQTGEEL  
*Homo sapiens* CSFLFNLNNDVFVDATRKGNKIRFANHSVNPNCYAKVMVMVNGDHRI GIFA KRAIQTGEEL  
*Mus musculus* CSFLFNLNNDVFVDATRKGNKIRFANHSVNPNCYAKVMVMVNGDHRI GIFA KRAIQTGEEL  
*D. melanogaster* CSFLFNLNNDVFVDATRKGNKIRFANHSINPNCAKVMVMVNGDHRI GIFA KRAIQTGEEL  
\*\*\*\*\*:\*\*\*\*\*:\*\*\*\*\*:\*\*\*\*\*:\*\*\*\*\*:\*\*\*\*\*:\*\*\*\*\*:\*\*\*\*\*

---

*Danio rerio* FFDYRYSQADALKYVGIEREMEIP  
*Homo sapiens* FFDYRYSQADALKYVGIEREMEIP  
*Mus musculus* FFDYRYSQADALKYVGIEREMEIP  
*D. melanogaster* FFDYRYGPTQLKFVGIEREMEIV  
\*\*\*\*\*: : \* :\*\*\*\*\*:

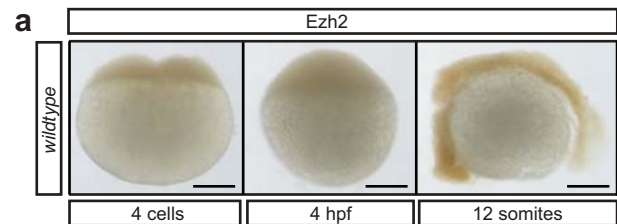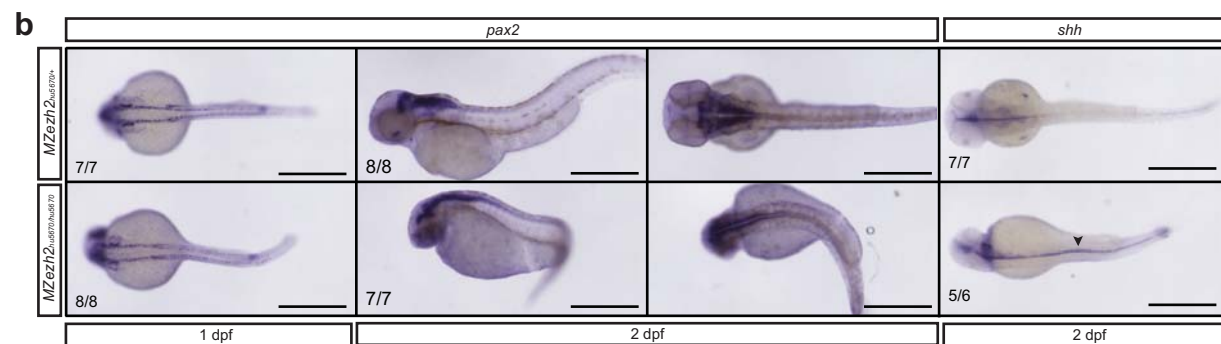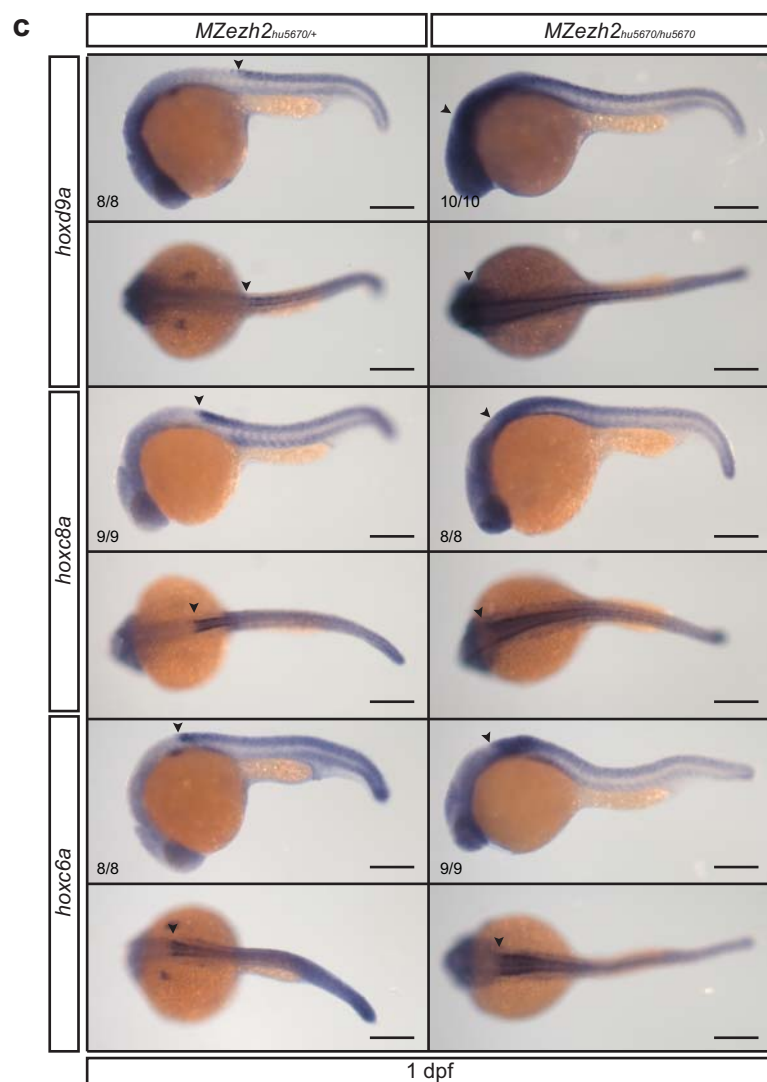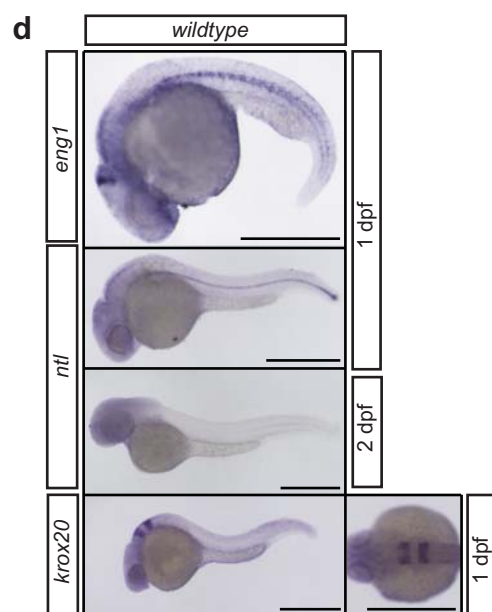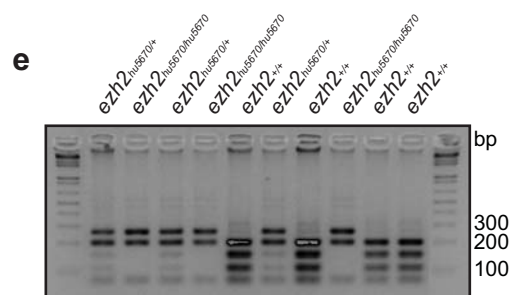

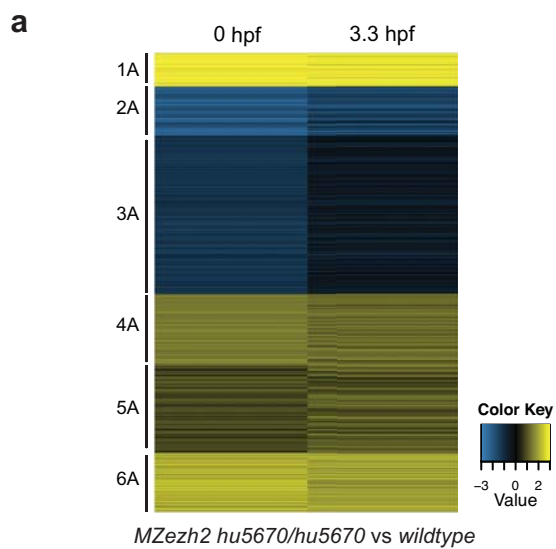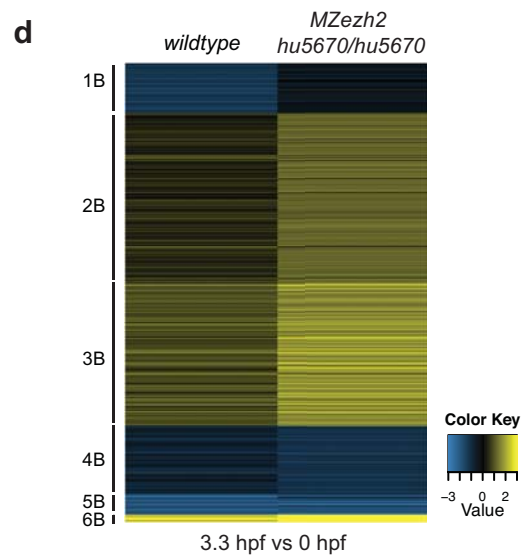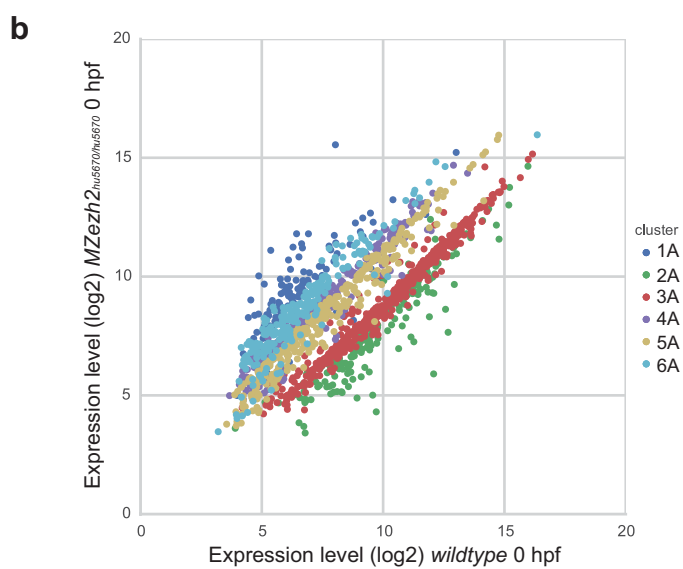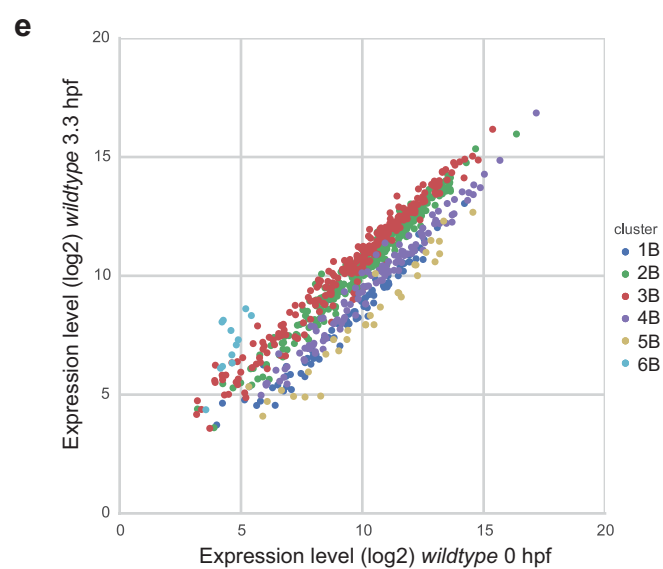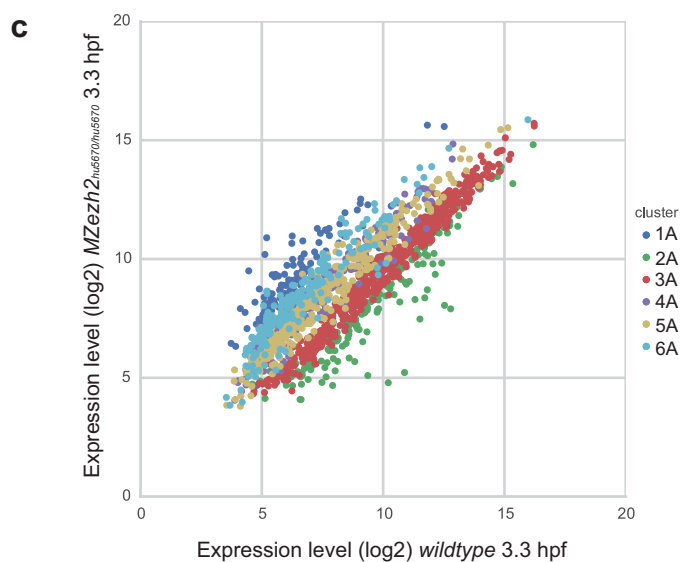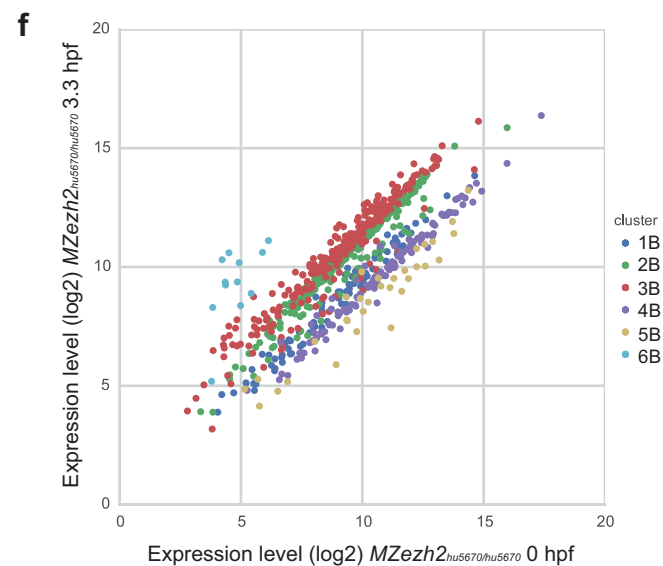

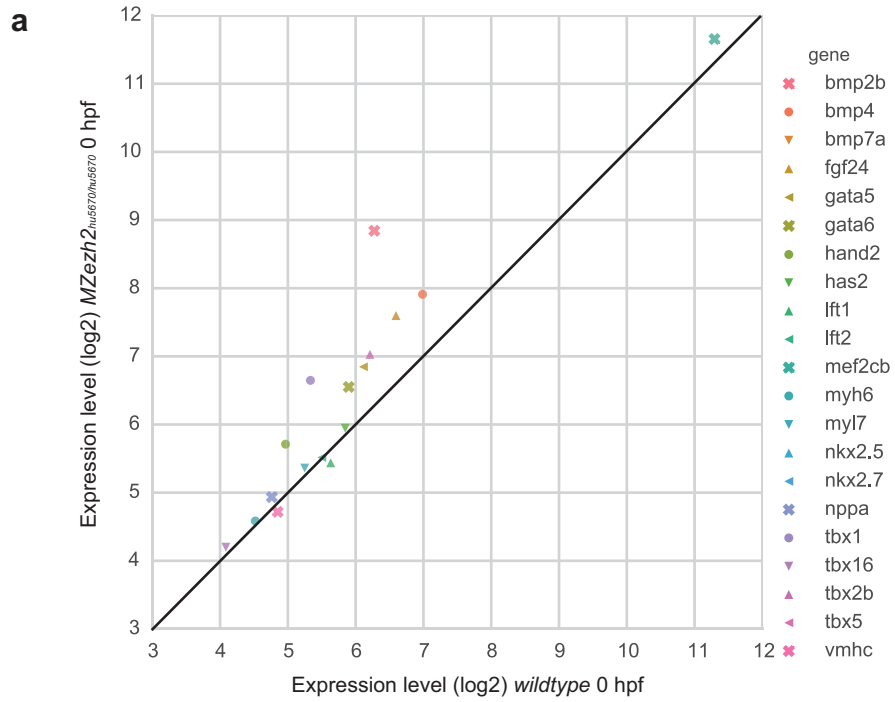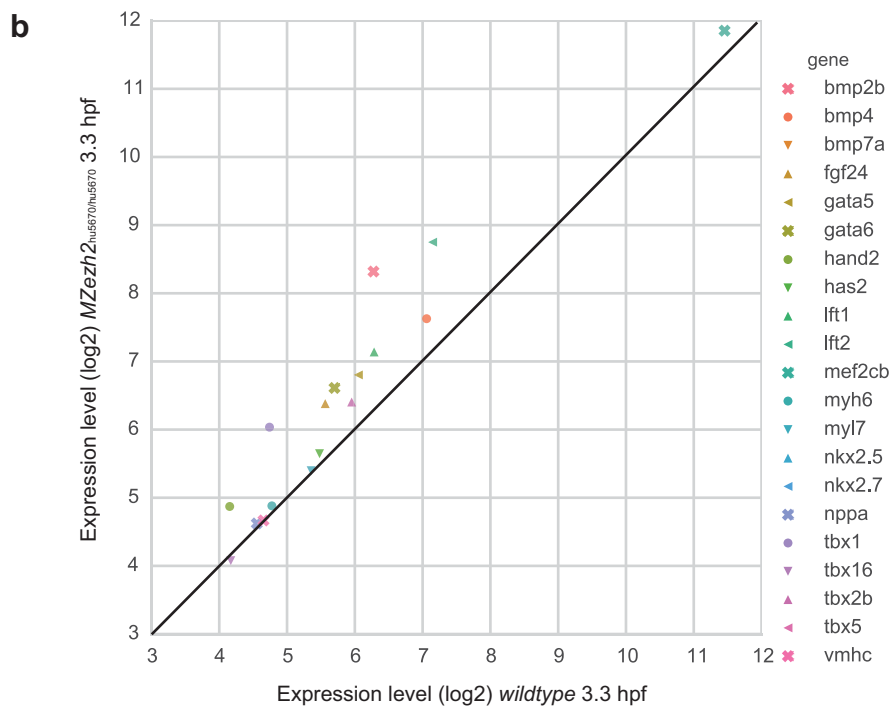

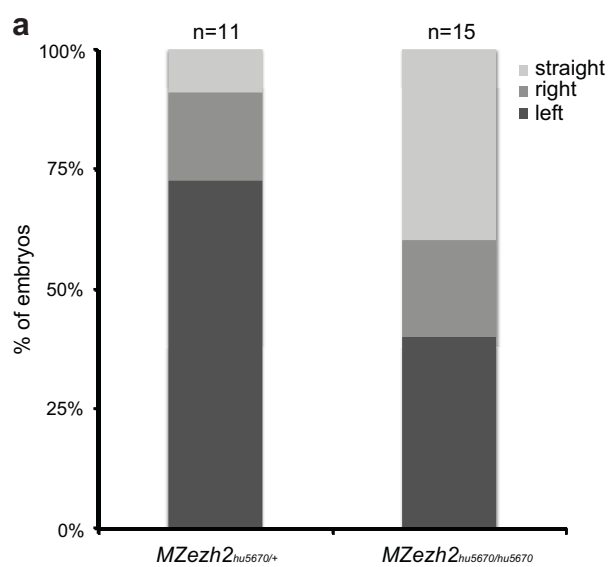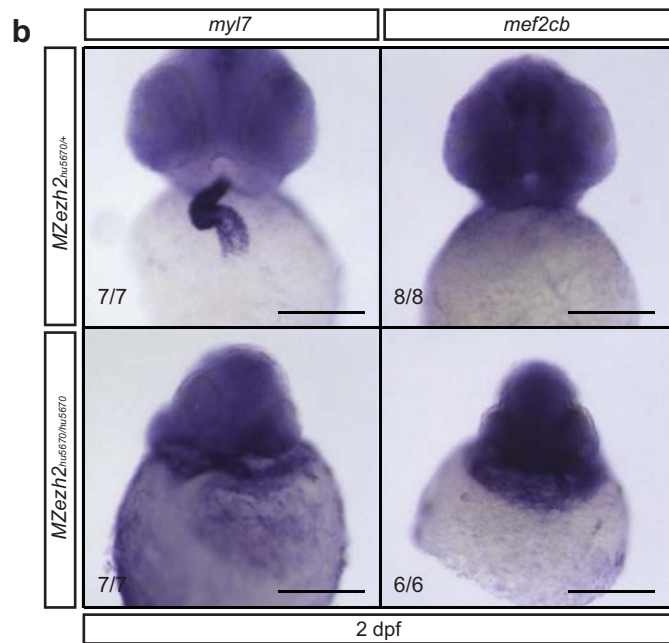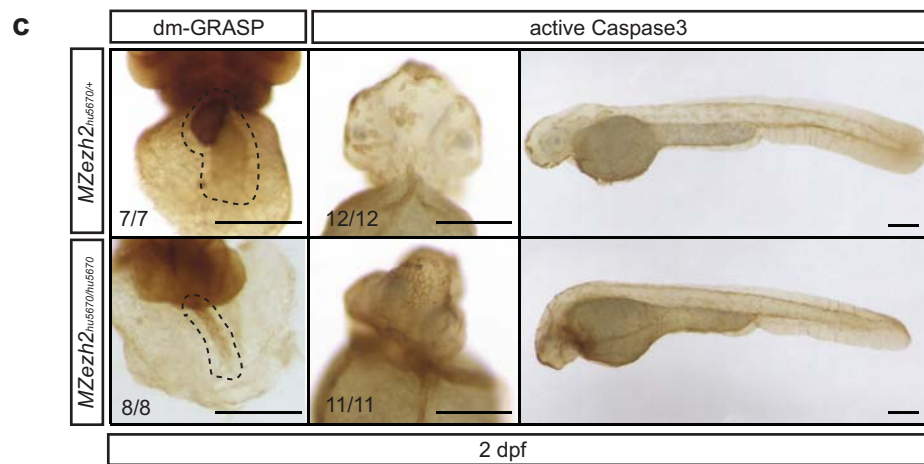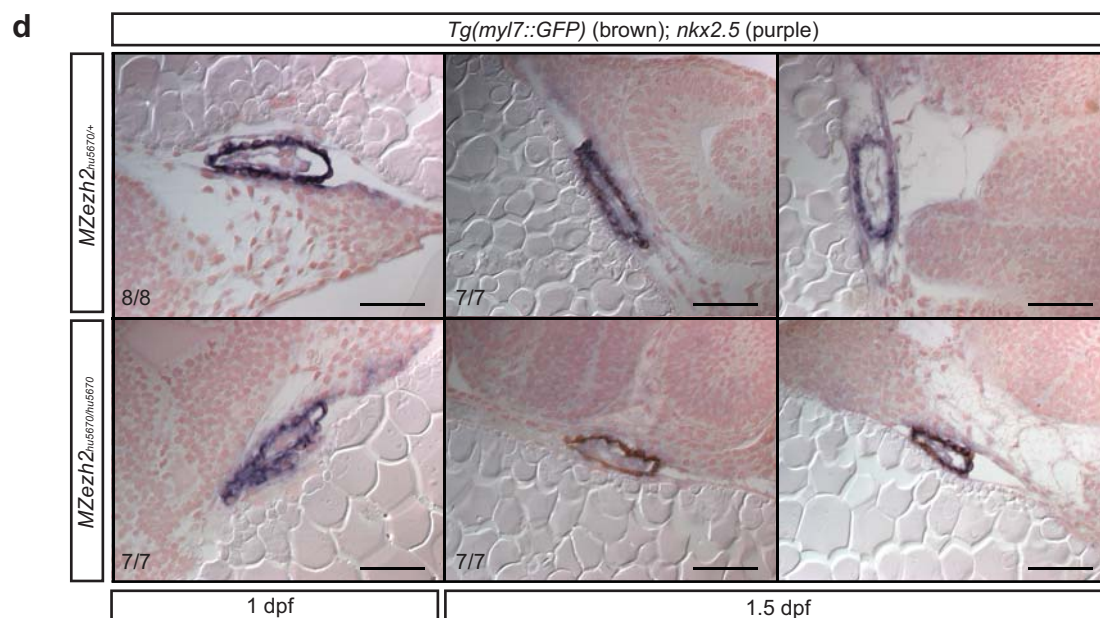

## SUPPLEMENTARY TABLES

**Table S1.** GO terms list of genes in clusters Fig. 4c. Differentially expressed genes between *MZezh2*<sup>hu5670/hu5670</sup> versus wildtype embryos at 0 hpf and 3.3 hpf.

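Of the 16 genes of cluster 1 in Supplementary Table S1, 14 were higher and 0 lower in *MZezh2* zygotes and 13 at 3.3 hpf (16 and 15 adjusted over the list alone). *tsku*, a secreted signalling regulator gene, was higher at both stages (adjusted p = 0.00195 from limma at 0 hpf, n = 2 replicates, and log2 fold change 2.85 at 3.3 hpf), and *her8a* was at 3.16 and 3.39. Of the 42 measured genes of cluster 5, 19 were higher at 0 hpf and 26 at 3.3 hpf (21 and 34 adjusted over the list alone), and 0 were lower, with *ccnd1* at 2.28 at 3.3 hpf (0.06 to 1.19 on its other probes). In cluster 6, 9 and 8 of 12 genes were higher (11 and 12 adjusted over the list alone). Among them were the angiogenic factor gene *vegfaa* (1.90, standard error 0.12, adjusted p = 0.00268 at 0 hpf) and *cyp26a1*, which degrades retinoic acid (2.62, adjusted p = 0.00424). Of the 31 measured genes of cluster 3, 27 were lower and 1 higher at 0 hpf (28 and 1 adjusted over the list alone), with *mrpl41* at -1.62 (adjusted p = 0.00278), and 10 lower and 0 higher at 3.3 hpf (13 and 1). Because these lists were selected on these samples, their direction is not independent evidence. Their medians at 0 hpf were 2.68 and 2.24 in the replicates for cluster 1, 0.61 for cluster 5 (0.68 and 0.46), 1.83 for cluster 6 (2.04 and 1.52) and -1.15 for cluster 3 (-1.08 and -1.11). For clusters 1, 5, 6 and 3 at 3.3 hpf they were 2.37, 0.95, 1.64 and -0.38. The camera adjusted p was 8.57e-09, 2.80e-06, 1.47e-05 and 6.79e-11 at 0 hpf in that order. It was adjusted p = 0.674, 0.630, 0.674 and 0.339 with an estimated correlation and 2.52e-11, 1.13e-06, 1.47e-06 and 1.21e-10 with the replicate block. At 3.3 hpf it was 2.22e-10, 1.88e-11, 7.16e-06 and 4.36e-05, with adjusted p = 0.527 for each with an estimated correlation and 3.04e-13, 3.61e-12, 6.22e-07 and 3.93e-05 with the block. By pam, 14 genes of cluster 1 fell in the group of 251 strongly raised genes, and 13 of cluster 3 in the group of 241 lower genes.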

**Table S2.** GO terms list of genes in clusters Fig. 4g. Differentially expressed genes between 3.3 hpf versus 0 hpf in *MZezh2*<sup>hu5670/hu5670</sup> and wildtype embryos.

**Table S3.** Primers used for genotyping *ezh2(hu5670)*. First PCR is performed with primer pair 1 and 4, followed by a nested PCR with primer pair 2 and 3.

**Table S4.** Primers used for qPCR.

**Supplementary Table S1.** List of genes in clusters Figure 4b,c for which significantly enriched biological functions were identified by DAVID analysis. Differentially expressed between *MZezh2* mutant versus wildtype embryos at 0 hpf and 3.3hpf.

| Cluster 1                                                                                                                                                                                                                                                               | Cluster 2 | Cluster 3                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               | Cluster 4 | Cluster 5                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          | Cluster 6                                                                                                                                                                                      |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>dlx4b</i><br><i>esrp1</i><br><i>her8a</i><br><i>hnf1bb</i><br><i>hoxa13a</i><br><i>hoxd13a</i><br><i>ivns1abpa</i><br><i>nkx6.2</i><br><i>pax6b</i><br><i>prrx1a</i><br><i>rassf8b</i><br><i>smad7</i><br><i>tbx4</i><br><i>tfap2a</i><br><i>tsku</i><br><i>vsx1</i> | -         | <i>adat1</i><br><i>cct3</i><br><i>cct6a</i><br><i>e2f4</i><br><i>exosc5</i><br><i>fars2</i><br><i>fkbp11</i><br><i>fkbp3</i><br><i>fkbp7</i><br><i>med11</i><br><i>med19a</i><br><i>med4</i><br><i>mrpl41</i><br><i>mybbp1a</i><br><i>nhp2</i><br><i>nip7</i><br><i>nop16</i><br><i>pin1</i><br><i>piwil2</i><br><i>pno1</i><br><i>polr2gl</i><br><i>ppwd1</i><br><i>rpia</i><br><i>scnm1</i><br><i>taf1a</i><br><i>top1mt</i><br><i>tpi1a</i><br><i>utp15</i><br><i>vbp1</i><br><i>wdr55</i><br><i>zgc:113019</i><br><i>zgc:163098</i><br><i>zmat5</i> | -         | <i>aplnrb</i><br><i>ccnd1</i><br><i>cdh2</i><br><i>celf2</i><br><i>clstn1</i><br><i>dlx4a</i><br><i>dlx6a</i><br><i>dmrt2b</i><br><i>eaf2</i><br><i>ehmt1a</i><br><i>epdr1</i><br><i>esrrgb</i><br><i>fbln5</i><br><i>fgf24</i><br><i>figla</i><br><i>foxd5</i><br><i>foxi1</i><br><i>fstl1b</i><br><i>her11</i><br><i>her2</i><br><i>hsp70l</i><br><i>igfbp2a</i><br><i>invs</i><br><i>irx1b</i><br><i>lbr</i><br><i>lbx1a</i><br><i>lbx2</i><br><i>mak16</i><br><i>mmp14a</i><br><i>mmp14b</i><br><i>mxtx2</i><br><i>nav3</i><br><i>nfia</i><br><i>nr2f1b</i><br><i>pax6a</i><br><i>pax9</i><br><i>plcd1b</i><br><i>psmb11</i><br><i>shox2</i><br><i>smad5</i><br><i>sox19a</i><br><i>tcea2</i><br><i>ufm1</i><br><i>unc5b</i><br><i>vax1</i><br><i>vox</i><br><i>zgc:158291</i> | <i>cxcr4b</i><br><i>cyp26a1</i><br><i>emx3</i><br><i>irx7</i><br><i>lama1</i><br><i>nr4a2b</i><br><i>otpb</i><br><i>sema3ab</i><br><i>sema3d</i><br><i>smo</i><br><i>sox3</i><br><i>vegfaa</i> |

**Supplementary Table S2.** List of genes in clusters Figure 4f,g for which significantly enriched biological functions were identified by DAVID analysis. Differentially expressed between 3.3 hpf versus 0 hpf in *MZezh2* mutant and wildtype embryos.

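*med19a*, *mybbp1a*, *nop16*, *nip7*, *pno1*, *taf1a*, *top1mt*, *utp15* and *wdr55* stand in cluster 3 of both tables, and *foxd5*, *mxtx2* and *vox* (cluster 5 of Supplementary Table S1) and *irx7* (cluster 6 there) are in cluster 6 here. At 0 hpf 12 of the 18 genes of cluster 3 were lower and 1 higher in *MZezh2* (limma, adjusted p under 0.05, 12 and 1 adjusted over the list alone), and at 3.3 hpf 4 lower and 1 higher. *utp15*, a factor of ribosomal RNA transcription, had a log2 fold change of -1.43 at 0 hpf (standard error 0.18, adjusted p = 0.00765) and -0.88 at 3.3 hpf (adjusted p = 0.0398), and *dctn2*, a dynactin subunit gene, -1.46 and -0.76. *taf1a* and *wdr55* were at -0.10 and -0.11 at 0 hpf (adjusted p = 0.448 and 0.499), whereas their other probes were lower (-1.10, adjusted p = 0.00322, and -0.99, adjusted p = 0.00336). The median of cluster 3 was -0.63 at 0 hpf (-0.80 and -0.52 in the replicates, camera adjusted p = 0.000453, adjusted p = 0.363 with an estimated correlation, 0.000595 with the replicate block) and -0.06 at 3.3 hpf (camera adjusted p = 0.256). The 5 genes of cluster 6 had a median of 0.22 at 0 hpf, with 0 called by limma and 0 at an unadjusted p under 0.05 (camera adjusted p = 0.750). At 3.3 hpf the median was 2.08, with 4 higher and *foxd5* just over the threshold (5 adjusted over the list alone, 2.99 and 1.16 in the replicates, camera adjusted p = 0.00595, adjusted p = 0.527 with an estimated correlation, 0.00211 with the block). *foxd5* was at 2.19 at 3.3 hpf (standard error 0.51) and *her5* at 1.96 (adjusted p = 0.0131, and 0.72 on its other probe). Chosen by the study on these samples, the lists are not independent evidence of their direction.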

| Cluster 1 | Cluster 2 | Cluster 3                                                                                                                                                                                                                                                                                         | Cluster 4 | Cluster 5 | Cluster 6                                                                |
|-----------|-----------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|-----------|--------------------------------------------------------------------------|
| -         | -         | <i>cbx8a</i><br><i>cep63</i><br><i>dctn2</i><br><i>exosc4</i><br><i>med19a</i><br><i>mybbp1a</i><br><i>nip7</i><br><i>nop16</i><br><i>pes</i><br><i>pno1</i><br><i>rfc2</i><br><i>sept4a</i><br><i>sox19a</i><br><i>suv420h1</i><br><i>taf1a</i><br><i>top1mt</i><br><i>utp15</i><br><i>wdr55</i> | -         | -         | <i>foxd5</i><br><i>her5</i><br><i>irx7</i><br><i>mxtx2</i><br><i>vox</i> |

---

**Supplementary Table S3.** Primers to genotype *ezh2(hu5670)*.

---

Ezh2\_14-15\_1 AAAGTTGATTGACCCAGCTC

Ezh2\_14-15\_4 TGATACTGAGCTTTGTTTGC

Ezh2\_14-15\_2 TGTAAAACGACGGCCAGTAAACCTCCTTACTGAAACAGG

Ezh2\_14-15\_3 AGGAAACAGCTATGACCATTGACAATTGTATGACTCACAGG

---

Primers are depicted 5' to 3' end. A touch down PCR was performed with primers 1 and 4, followed by a PCR with primers 2 and 3. Subsequently the PCR product was digested with RsaI to complete genotyping. *ezh2(hu5670)* results in a loss of a RsaI site.

---

| <b>Supplementary Table S4.</b> Primers used for qPCR. |                           |
|-------------------------------------------------------|---------------------------|
| ezh1-198_Fw                                           | AGGAAGCGTCTAGTGAGGTCT     |
| ezh1_381_Rv                                           | ACGGCGATTTGACTGGAACA      |
| ezh2_Fw                                               | AAATCGGAGAAGGGTCCTGT      |
| ezh2_Rv                                               | TCTGTTGGAGCTGAACATGC      |
| ef1a_Fw                                               | TTGAGAAGAAAATCGGTGGTGCTG  |
| ef1a_Rv                                               | GGAACGGTGTGATTGAGGGAAATTC |
| b-actin_Fw                                            | CGAGCAGGAGATGGGAAC        |
| b-actin_Rv                                            | CAACGGAAACGCTCATTGC       |

Primers are depicted 5' to 3'.

## SUPPLEMENTARY MOVIES

**Movie S1.** Time lapse imaging between 1 and 2 dpf of heterozygous siblings (*MZezh2*<sup>hu5670/+</sup>) in *Tg(myl7::GFP)* background.

**Movie S2.** Time lapse imaging between 1 and 2 dpf of *MZezh2* mutants in *Tg(myl7::GFP)* background.

How the deposited data were processed for this re-analysis (not part of the article)

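The arrays measured mRNA of wildtype and *MZezh2* zygotes at 0 hpf and embryos at 3.3 hpf. Each of 8 arrays of a custom Agilent zebrafish design compared *MZezh2* with wildtype RNA of 1 stage, with 2 biological replicates per stage and 2 arrays of opposite dyes per replicate. All arrays of replicate 1 lay on 1 slide and all of replicate 2 on another, so that each slide holds both genotypes and both stages. For every array the authors deposited spot intensities on a linear scale, as read from the scanned picture by Agilent Feature Extraction, with a median signal and a median background per colour, processed signals in which that program had subtracted the background and balanced the dyes, and calls of spots that were well above background, saturated or outliers. In the file of 1 array the processed signals and log ratios are kept to fewer digits than in the others, since it was saved again by a spreadsheet program, while its median signals are intact. The log10 ratios of Cy5 over Cy3 in the same deposited files were used only to find the scale and direction of a further table. In that table the authors give a log2 ratio of Cy5 over Cy3 for each spot, after the background correction, loess and Aquantile that their methods name. Its columns have medians of 0.013, 0.032, 0.009, 0.028, 0.017, 0.026, 0.019 and 0.022 and correlate with the scanner's ratios at r = 0.83 to 0.90. Its scale follows from the slope and its direction from the positive correlation, while the background correction behind it stays unknown. The paper's text does not name that correction or how stages were compared, and does not state whether the p-values of its differential expression are adjusted. The submitters' processing notes name limma without a version.

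Here the median spot signals, less their background by normexp with an offset of 50, were normalized by loess within each array, with control and outlier spots at a weight of 0, and by Aquantile between arrays. Mean signals had been planned, but the files hold medians. Of 45220 spots per array, 1417 controls were left out, and 3 to 18 outlier spots per array. The 43803 other spots make 43603 probes, since 50 probes have 5 spots each, which were averaged. Ratios were turned to *MZezh2* over wildtype by the dyes in the labels, and the dye-swapped arrays of a replicate were averaged. A probe was kept if it was well above background in all measurements of both replicates of at least 1 of the genotype and stage groups, which left 27550. The brightest probe of each gene stood for it, which gave 17449 genes. In 6605 of them more than 1 probe was kept, and another probe was called in the opposite direction in 286 genes at 0 hpf and 132 at 3.3 hpf. Probes were named through RefSeq accessions and older symbols in a table of the assembly GRCz12tu, used for names and the order of genes alone. Of 26607 probes with an NM accession 25012 were matched, and of 545 with an XM accession 133. In all 25173 probes were named, with 12900 symbols. Of the tested genes 9761 have a symbol and 7688 were kept under their own accession. No coordinates are given, since the array was designed on an older build than that table.

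Genotypes were compared with limma's lmFit and eBayes on the 4 averaged ratios, with 1 coefficient per stage and 1 estimate of the spread for both (2 residual and 2.72 prior degrees of freedom). The contrast of the stages tested whether the genotype difference changed. Changes from 0 to 3.3 hpf were fitted on the log2 levels of the 8 RNA samples, with the pair hybridised together as a random block (correlation 0.615). Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and at the paper's thresholds of more than 2-fold and p under 0.01. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over all lists, beside an estimated correlation and fry. With an estimated correlation camera has only the 2 residual degrees of freedom, which raises its p apart from any correlation. Genes that passed with a change of more than 2-fold, between the genotypes at either stage or with time in either genotype, were grouped by pam with Euclidean distance into 6 groups. A gene well above background on no array of a genotype has only a bound there. At 0 hpf this held for 224 genes in wildtype alone, 115 in *MZezh2* alone and 44 in both, and at 3.3 hpf for 168, 69 and 6. The tools were R 4.3.3, limma 3.58.1, statmod 1.5.0, cluster 2.1.8.1 and data.table 1.17.8.

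The mapping of samples, the tests, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined. Named genes are the 10 largest increases and 10 largest decreases at 0 and 3.3 hpf among genes with an adjusted p under 0.05, the same sign on all 4 arrays, no saturation and an approved symbol. To these come the 5 largest each way for the change with time in wildtype, in *MZezh2* and for its difference, which had none. The rule also takes up to 4 members of each list with the largest changes at each stage, and every gene the paper names with the arrays, whose directions in Supplementary Tables S1 and S2 and Supplementary Fig. S4 had been seen. It gave 256 genes. Of those called at 0 hpf 113 have other kept probes, of which every one was called in the same direction in 75 genes, some were not in 38 and some were called in the opposite direction in 2. At 3.3 hpf these numbers were 88, 59, 29 and 0. The lists cover *hox*, *pax*, *tbx* and other developmental genes, PRC2 and PRC1 components, H3K27 demethylases and the trithorax group, oocyte and germ plasm genes, maternal activators, first zygotic genes, nucleolus and ribosome biogenesis, the chaperonin and prolyl isomerases, the cell cycle, stress and p53, markers of ovarian follicle, testis, blood, liver, muscle and skin, and the genes of the paper's tables, in situ hybridisations, dm-GRASP staining, myocardial markers and housekeeping statement. How list members are matched to older symbols was corrected after the list values had first been seen, which removed wrongly matched genes from 3 lists. No probe could be named *ezh1* here, so it has no value, although the paper cites its array data for this gene.

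The fits were tested on simulated data with known changes over the same 17449 genes, a test first run after the genotypes had been compared on the arrays. Of the changed genes at 1.5-, 2-, 3- and 4-fold, 6.0, 74.0, 96.0 and 98.0% were recovered for the genotypes at 0 hpf and 4.0, 66.0, 100.0 and 96.0% at 3.3 hpf. For the difference between the stages the shares were 1.0, 32.0, 93.0 and 96.0%. For time they were 0.0, 28.0, 90.0 and 96.0% in wildtype and 2.0, 36.0, 90.0 and 96.0% in *MZezh2*. Of the unchanged genes 0.05, 0.03, 0.11, 0.24 and 0.04% were called in these 5 comparisons, and 0 changed genes were called with the wrong sign. A simulated list of 30 genes raised 1.5-fold at 0 hpf had a camera p of 2.51e-35, and 1 of 20 unchanged lists fell under 0.05. The simulated genes varied independently, so camera was not tested on correlated genes. At 0 hpf 17219 of the 17449 simulated genes were unchanged, whereas 35.4% were called on the arrays, so the recovered shares need not carry over.

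Signal over background limits what the arrays can show. The median signal was 3.47 to 5.63 times the background in Cy3 and 2.04 to 2.63 times in Cy5. In Cy3 66.0 to 71.0% of the spots were well above background on slide 1 and 54.8 to 60.3% on slide 2, and in Cy5 66.1 to 71.6%. No array had saturated spots (0 of 8 arrays). Across genes, the dye-swapped arrays of a replicate correlated with r = 0.877 to 0.933, and the biological replicates with 0.928 at 0 hpf and 0.736 at 3.3 hpf.

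Replicate numbers follow the slides, as the files show, so the numbers pair the RNA samples. Deviations of the same-numbered ratios from their stage means correlated across genes with r = 0.312, and those of the same-numbered RNA levels with 0.380 to 0.780. With 2 pairs this check has little weight. Alternatives were no background correction, normexp with an offset of 0, processed signals, median centring, quantile or no between-array normalization, no filter on dim probes, only probes above background in every group, the mean of all probes of a gene, each array as a replicate with and without a dye effect, the dye swap as a random block, a replicate block, the spread of the compared samples alone, an intensity trend, robust eBayes, leaving out each replicate, the authors' table of log2 ratios, and time without the block of the array pair. For counts the paper's thresholds were also used, and for lists an estimated correlation and fry. Counting each kept probe and testing only genes with a symbol were added after the data had been seen. No sample was left out of the reported values.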

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

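The tests of how far embryos had gone along the wildtype course, for the first zygotic and the nucleolar genes, were chosen only after the results were seen. All shifts between stages below are tests of the difference itself, the change of *MZezh2* over wildtype from 0 to 3.3 hpf, by camera, and in none of them did the call hold with an estimated correlation, which leaves camera 2 residual degrees of freedom.

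The first zygotic genes, of which 10 of 49 stand in lists the study selected on these samples and the others do not, were higher in *MZezh2* at 3.3 hpf (26 of 49, median 0.64, camera adjusted p = 5.62e-07, adjusted p = 0.527 with an estimated correlation), and their genotype difference changed from 0 to 3.3 hpf (median 0.51, camera adjusted p = 1.08e-05, adjusted p = 0.499 with an estimated correlation, 8.95e-07 with the replicate block). The median at 3.3 hpf lay above those of 10000 random lists matched on brightness, which were -0.14 to 0.29, on average 0.03. Loess centres the ratios at each brightness, so that average was largely set beforehand. It therefore cannot tell of a shift of every gene of that brightness. Whether *MZezh2* embryos were further along the wildtype course at 3.3 hpf cannot be told apart from a change in these genes alone, since the 200 genes falling most in one replicate shifted in the other by medians of 0.20 and 0.18 when chosen in wildtype, against the explanation, but by -0.36 and -0.27 when chosen in *MZezh2* and -0.14 and -0.09 when chosen by the mean of both, and those rising most shifted up by 0.32 to 1.06 in every choice, as it requires. Choosing in 1 genotype favours genes that change more in it, which alone tends to give these signs for the falling genes. The same holds for the rising genes chosen in *MZezh2*. Wildtype replicates were themselves unlike each other, with *nnr* rising by 0.35 and 3.48 and *mxtx2* by 0.75 and 3.45 on the log2 scale, against 4.70 and 4.84, and 3.33 and 4.59, in *MZezh2*. Also open, and not tested, are a difference between clutches or parents and, as a hypothesis, that these genes may lack repression by Ezh2. In wildtype embryos, however, the paper saw Ezh2 protein only after activation of the zygotic genome.

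Genes of the nucleolus and ribosome biogenesis were lower in *MZezh2* zygotes (41 of 74, median -0.50), and this difference had shrunk by 3.3 hpf (median shift 0.38, camera adjusted p = 9.39e-08, adjusted p = 0.357 with an estimated correlation, 1.90e-07 with the replicate block). The median at 0 hpf lay below those of random lists matched on brightness, which were -0.36 to 0.24, on average -0.02. Here too loess largely sets that average, so a shift of every gene of that brightness was not tested by it. If the course sampled from 0 to 3.3 hpf explained the fall, the list would rise in wildtype by about its size, -0.54 and -0.47 in the replicates. It changed by 0.05 and 0.11 in wildtype and by 0.51 and 0.44 in *MZezh2*. Zygotes less far along than wildtype at 0 hpf would lie before that span, where no sample was taken. The test therefore cannot decide whether they lagged. A candidate explanation left open is that mothers with *ezh2* mutant germ cells load less of these mRNAs into the egg, and so is a difference between the mothers that has nothing to do with *ezh2*, since the paper does not state which parents gave each replicate. Of the 74 genes, 12 stand in lists the study selected on these samples.

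The genotype difference of 37 genes of the cytosolic chaperonin and prolyl isomerases shifted by a median of 0.34 (0.34 and 0.36 in the replicates, camera adjusted p = 0.00358, adjusted p = 0.404 with an estimated correlation, 0.00302 with the replicate block), and 7 of the 37 stand in lists the study selected on these samples. That of the 31 genes of cluster 3 in Supplementary Table S1 shifted by 0.86 (0.79 and 0.76, camera adjusted p = 1.91e-10, adjusted p = 0.357 with an estimated correlation, 5.29e-10 with the block), with 20 genes passing when adjusted over the list alone and 0 over all genes by limma, where 3559 genes had an unadjusted p under 0.05. Clusters 3 and 6 of Supplementary Table S2 had camera adjusted p of 5.97e-05 and 0.00764 (adjusted p = 0.378 and 0.861 with an estimated correlation, 9.10e-05 and 0.00145 with the block). The study selected these 3 lists on these samples, so they are not independent evidence. The 26 stress and p53 genes shifted by 0.24 (0.36 and 0.22, camera adjusted p = 0.0333, adjusted p = 0.861 with an estimated correlation, 0.0329 with the block), with 4 passing when adjusted over the list alone and 1 of the 26 in a list of the study.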

How the results depend on the processing

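Counting each kept probe and testing only genes with a symbol were chosen after the data had been seen, the other settings were planned, and the cause of a change was not tested unless the setting's construction shows it. Of 174 settings of the 7 counts of called genes, 99 stayed within 1.5 times the reported count. The counts reported, in the order genes higher and lower at 0 hpf, higher and lower at 3.3 hpf, changed in their genotype difference, and changed with time in wildtype and in *MZezh2*, were 2911, 3270, 1819, 1257, 0, 241 and 1568 (limma, with 3559 genes at an unadjusted p under 0.05 for the difference). The counts named below for a setting are those that moved further.

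Settings that take dye-swapped arrays of the same RNA as separate replicates called more genes, as their construction implies. With each array as a replicate there were 4621 higher at 0 hpf, 4137 and 3034 at 3.3 hpf, and 3322, 3751 and 5323 for the difference and time. With a dye effect added these were 4846 and 4910 at 0 hpf, 4385 and 3269 at 3.3 hpf, and 3807, 3772 and 5367. With the dye swap as a random block they were 3340 and 2441 at 3.3 hpf, and 2009, 1854 and 3490. With the replicate block, which pairs samples by slide, 2754 and 1897 genes were called at 3.3 hpf and 2042 and 4267 with time, against 0 for the difference by limma (4434 at an unadjusted p under 0.05). The same pairing brought the *hox* list at 0 hpf to a camera adjusted p of 0.00936, the *pax* list at 3.3 hpf to 0.0143 and the difference of cluster 6 in Supplementary Table S1 from 0.0859 to 0.0354, and it changed no other list call. With an estimated correlation and no block these were 0.779, 0.527 and 0.861. With the spread of the compared samples alone there were 453 and 187 genes at 3.3 hpf, 5 in wildtype and 1039 in *MZezh2* with time.

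The authors' table of log2 ratios gave 916 and 579 at 3.3 hpf. Median centring gave 2016 and quantile normalization 1929 lower genes at 3.3 hpf. With time in wildtype, an offset of 0 gave 117, processed signals 63 (1015 in *MZezh2*), no filter on dim probes 425 and no block of the array pair 393. Without between-array normalization limma called 0 in both genotypes with time, with 451 and 1123 at an unadjusted p under 0.05. At more than 2-fold and an unadjusted p under 0.01 the counts were 805, 965, 789 and 294 for the genotypes, 339 for the difference and 904 in *MZezh2*, and at an adjusted p under 0.01 they were 556, 767, 303, 113, and 19 and 402 with time. For the difference, and for time in wildtype (342), the unadjusted p admits genes, whereas a stricter adjusted p lowers a count by construction. Each kept probe counted separately gave 4436 and 5183 at 0 hpf, 2021 lower at 3.3 hpf, 3 for the difference, 472 and 2632 with time, and only genes with a symbol gave 1665 higher at 0 hpf and 1149 and 802 at 3.3 hpf.

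Leaving out 1 replicate in turn gave 0 to 3856 genes higher and 0 to 4022 lower at 0 hpf, 453 to 2331 and 187 to 1427 at 3.3 hpf, 0 to 626 for the difference, and 0 to 407 and 0 to 1090 with time. The counts of 0 by limma come from leaving out a replicate at 0 hpf, where the unadjusted counts without replicates 1 and 2 were 4194 and 5481 at 0 hpf, 1479 and 2147 for the difference, 1301 and 1298 in wildtype and 2496 and 2335 in *MZezh2*. A lone replicate is assumed there to vary like the other groups, and time fits without a replicate used the block correlation of the full data where it could not be estimated. The spread is then taken from 3.3 hpf, where the replicates correlated less. Of 348 calls on named genes 55 held without either 0 hpf replicate, against 256 with the spread of the compared samples alone and 348 with the replicate block.

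The share of higher genes among the calls moved by over 10 points with median centring, from 47.1 to 32.9% at 0 hpf and from 59.1 to 42.9% at 3.3 hpf, with medians over all genes of -0.0610 and -0.0638. For time in wildtype it moved from 33.2 to 15.9% with processed signals, 43.4% with the replicate block and 44.7% without 3.3 hpf replicate 2. For *MZezh2* it moved from 71.4 to 55.2% with each array as a replicate, 54.4% with a dye effect, 58.1% with the replicate block and 83.9% without 3.3 hpf replicate 2. At 3.3 hpf it was 70.8% with the spread of these samples alone or without a 0 hpf replicate.

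For the 6 lists of the main claims at both stages, 242 of 288 alternatives stayed on the same side of the threshold, 18 lost a call and 28 gained one. With an estimated correlation the calls ended for *hox* at 3.3 hpf (adjusted p = 0.527), the myocardial markers (0.674 at 0 hpf, 0.527 at 3.3 hpf), the nucleolar genes at 0 hpf (0.339) and the developmental genes (0.726, 0.527). With fry *hox* at 3.3 hpf (0.144), and the myocardial (0.0546) and developmental genes (0.0587) at 0 hpf lost theirs and *tbx* passed (0.0163, 0.0217), a test that does not compare a list with other genes. Keeping only probes above background in every group ended *hox* at 3.3 hpf (0.132) and the myocardial markers (0.163, 0.172) and let *tbx* pass at 0 hpf (0.0427). Without a filter on dim probes *hox* at 3.3 hpf was at 0.159 and *pax* at 3.3 hpf at 0.0329. The myocardial markers at 0 hpf missed the threshold with an offset of 0 (0.0715), processed signals (0.0683) and quantile normalization (0.0593). The *hox* list at 0 hpf passed with processed signals (0.0120), median centring (0.00122), the mean of all probes (0.0166), each array as a replicate (0.0394), a dye effect (0.0457), the dye swap as a block (0.0300), the spread of the compared samples alone (0.0344) and only genes with a symbol (0.0336). The *pax* list passed at 3.3 hpf with processed signals (0.0254), each array as a replicate (0.0444), the dye swap as a block (0.0233) and median centring (0.00696, and 0.0429 at 0 hpf). Median centring also brought the nucleolar genes at 3.3 hpf to 0.000301 and *tbx* at 0 hpf to 0.0421, and the spread of these samples alone the nucleolar genes at 3.3 hpf to 0.0384.

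Over all alternatives the adjusted p at 0 and 3.3 hpf ranged from 0.00122 to 0.779 and 0.000164 to 0.527 for *hox*, 0.0429 to 0.968 and 0.00696 to 0.527 for *pax*, 0.0163 to 0.726 and 0.0217 to 0.699 for *tbx*, 0.00150 to 0.674 and 2.74e-05 to 0.527 for the myocardial markers, 9.75e-12 to 0.339 and 0.000301 to 0.527 for the nucleolar and 8.64e-07 to 0.726 and 1.24e-11 to 0.527 for the developmental genes. Leaving out 1 replicate gave 0.0130 to 0.202 and 0.00704 to 0.0721 for *hox*, 0.155 to 0.459 and 0.0309 to 0.0945 for *pax*, 0.177 to 0.334 and 0.245 to 0.699 for *tbx*, 0.0130 to 0.0558 and 0.000719 to 0.00305 for the myocardial markers, 2.64e-09 to 1.35e-07 and 0.0384 to 0.206 for the nucleolar and 0.000116 to 0.00124 and 1.73e-07 to 4.03e-06 for the developmental genes. Of 1697 alternatives of the other lists, 35 lost and 27 gained a call.

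Among 13914 alternatives of single named genes, 1261 lost a call, 777 gained one and 4 turned in direction, each with the mean of all probes of the gene in place of its brightest. *rybpa* at 0 hpf went from -0.06 to 0.42 (adjusted p = 0.0242), *eef1a1b* at 3.3 hpf from -0.04 to 0.44 (adjusted p = 0.0399), *ufm1* at 3.3 hpf from -0.07 to 0.79 (adjusted p = 0.0320) and *exosc4* with time in *MZezh2* from -0.46 to 1.37 (adjusted p = 0.00712). Over their alternatives the adjusted p of these 4 ranged from 0.0242 to 0.962, 0.0399 to 0.979, 0.0320 to 0.837 and 0.00110 to 1.00, and their probes disagree. The spread of the compared samples alone was not run for the difference, which needs both stages, nor the authors' table for time, since it holds ratios alone, and camera does not use a gene threshold. A signal of 2.04 to 5.63 times the background limits genes near it, whose fold changes an offset lowers.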

Differences from the paper's values

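Testing only genes with a symbol and counting each kept probe were chosen after the values had been seen, and the other settings before the data were examined. The paper counts 627 genes more than 2-fold lower in *MZezh2* at 0 hpf at p under 0.01 without stating whether p is adjusted, whereas 965 were counted here at an unadjusted p. With the settings chosen before the data were examined the difference was within 1.5 times with no background correction (912), quantile normalization (907), only probes above background in every group (854), the mean of all probes (838), without 0 hpf replicate 1 (761) or 2 (886) and at an adjusted p under 0.01 (767). It was not with an offset of 0 (1184), processed signals (1351), median centring (1462), no between-array normalization (965), no filter on dim probes (977), each array as a replicate (1026, or 1022 with a dye effect), the dye swap as a random block (1026), the replicate block (1001), the spread of the compared samples alone (1029), an intensity trend (969), robust eBayes (963), without either 3.3 hpf replicate (1029 each) and the authors' table of log2 ratios (1032). Testing only genes with a symbol, chosen after seeing the values, gave 668 and drops 0 of the paper's listed genes, and counting each kept probe, also chosen after, gave 1457.

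In the legend of Fig. 4 the paper gives the mean log2 level of the array as 9.5 to 10.1. Here it was 8.24 to 8.25 over all probes, and no setting chosen beforehand reached the paper's range, with 8.40 and 8.41 without background correction, 7.43 and 7.45 with an offset of 0, 7.24 and 7.26 with processed signals, 8.24 and 8.25 with median centring or quantile normalization and 8.11 and 8.48 without between-array normalization. Over the tested genes alone, a choice made after seeing the values, it was 9.50 to 9.52. For the housekeeping genes *actb*, *eef1a1* and *tuba* the paper's levels are 7.3 to 9.3, against a lowest of 7.08 and a highest of 16.64 here. The lowest came nearest the paper's without background correction (7.26). It was 6.36 with an offset of 0, 6.53 with processed signals, 7.05 with median centring, 7.13 with no between-array normalization and 7.04 with quantile normalization. No alternative brought the highest near the paper's (16.63 without background correction and with an offset of 0, 17.14 with processed signals, 16.84 with median centring, 16.66 with quantile or no between-array normalization).

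Read by eye, Supplementary Fig. S4 shows differences between the genotypes for single markers, with a reading error taken as 0.2. For *bmp2b* at 0 hpf the paper's log2 difference is about 2.5 in Supplementary Fig. S4, read by eye, against 2.07 here. It was reached without 0 hpf replicate 2 (2.51) and in the authors' table (2.57). It was not with an offset of 0 (2.73), no background correction (1.93), processed signals (3.27), median centring (2.09), quantile normalization (2.03), the mean of all probes (1.76) or without replicate 1 (1.64), and the remaining settings gave 2.07. At 3.3 hpf the paper's is about 2.0 in that figure, read by eye, against 1.68. It was reached without 3.3 hpf replicate 2 (1.99) and in the authors' table (2.04), whereas an offset of 0 gave 2.24, processed signals 2.64 and the others 1.38 to 1.68. For *fgf24* at 0 hpf the paper's is about 1.0 in Supplementary Fig. S4, read by eye, against 0.78. It was reached with an offset of 0 (1.13), median centring (0.84), without 0 hpf replicate 1 (0.89) and in the authors' table (1.00), while processed signals gave 1.34 and the others 0.67 to 0.78. For *gata6* at 0 hpf the paper's is about 0.6 in Supplementary Fig. S4, read by eye, against 0.95, reached with the mean of all probes (0.69), while the others gave 0.83 to 1.96. For *lft2* at 3.3 hpf the paper's is about 1.6 in Supplementary Fig. S4, read by eye, against 1.31. It was reached with an offset of 0 (1.65), without 3.3 hpf replicate 2 (1.56) and in the authors' table, while processed signals gave 1.88 and the others 1.07 to 1.31.

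For *tbx1* the paper's difference is about 1.3 at both stages in Supplementary Fig. S4, read by eye, against 0.01 at 0 hpf and 0.22 at 3.3 hpf. No alternative reached it, with -0.04 to 0.40 at 0 hpf and 0.15 to 0.53 at 3.3 hpf. The other *tbx1* probe was higher at both stages (0.79, adjusted p = 0.00591, and 0.75, adjusted p = 0.0128). The gene also passed at both stages with the mean of all probes (0.40 and 0.48), and at 3.3 hpf with each array as a replicate, with or without a dye effect. *hand2*, at about 0.7 at 0 hpf in Supplementary Fig. S4, read by eye, was left out here as not well above background and was at 0.36 without the filter on dim probes.

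In Supplementary Table S1 the paper lists genes of cluster 3 as lower in *MZezh2*. Of the 31 measured, 27 were lower at 0 hpf and 1, *mybbp1a*, was higher (0.48, adjusted p = 0.0156), which no setting turned, although 1 of its other probes was lower (-0.90, adjusted p = 0.00521), and it was at 0.04 with the mean of all probes and 0.24 with median centring and did not pass there. *taf1a* and *wdr55* did not pass (-0.10 and -0.11), but were lower with the mean of all probes (-0.60 and -0.55) and on their other probe (-1.10 and -0.99). Of the listed genes measured here, *e2f4*, *hoxa13a*, *pax6b*, *dlx6a*, *dmrt2b*, *epdr1*, *foxd5*, *hsp70l*, *lbx2*, *plcd1b*, *smo*, *irx1b*, *ufm1*, *psmb11a* and *unc5b* also passed at neither stage. The first 11 of these passed at 1 or both stages in the paper's direction with each array as a replicate, with or without a dye effect, the dye swap as a random block and the replicate block. With the spread of the compared samples alone or without 3.3 hpf replicate 1, *e2f4*, *hoxa13a*, *pax6b*, *epdr1*, *hsp70l*, *lbx2*, *plcd1b* and *smo* passed, and without 3.3 hpf replicate 2 these and *dlx6a* and *dmrt2b*. Leaving out either 3.3 hpf replicate also let *foxd5* pass, which was at 2.19 with an unadjusted p of 0.00884 and so lay within the paper's thresholds if these are unadjusted. Median centring and quantile normalization called *hoxa13a*, *dmrt2b*, *foxd5* and *lbx2*, processed signals *hoxa13a*, *pax6b* and *lbx2*, and an offset of 0 *hoxa13a*. The intensity trend called *foxd5*, only probes above background in every group *epdr1*, and the tests of genes with a symbol alone, chosen after seeing the values, *epdr1* and *foxd5*. The mean of all probes called *irx1b* (0.44 at 0 hpf and 0.43 at 3.3 hpf), *plcd1b* (0.69 at 0 hpf) and *ufm1* (0.79 at 3.3 hpf), and *irx1b* passed at 3.3 hpf with each array as a replicate, with or without a dye effect. On other probes *irx1b* (0.71 and 0.50), *plcd1b* (adjusted p = 0.00437 and 0.0235) and *ufm1* (0.85 and 1.65) passed at both stages and *smo* (0.67) at 0 hpf. *psmb11a* (-0.02 and -0.04) and *unc5b* (0.02 and 0.09) passed under no setting.

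In Supplementary Table S2 the paper lists cluster 3 as rising more in *MZezh2*. Of its 18 genes 13 rose in *MZezh2*, and *mybbp1a* fell there (-0.77, adjusted p = 0.0274), which no setting turned into a rise, although 1 of its other probes rose (2.07, adjusted p = 0.00135). *exosc4* was at -0.46 (adjusted p = 0.118) and rose with the mean of all probes (1.37) and on its other probes (2.24 and 2.32). *taf1a* was at 0.30 (adjusted p = 0.319) and rose on its other probe (2.21), with the mean of all probes (1.26) and with each array as a replicate and a dye effect (0.30). *septin4a* was at 1.13 (adjusted p = 0.0761) and passed with each array as a replicate, with or without a dye effect, the dye swap as a random block, the replicate block, the spread of the compared samples alone, without either 3.3 hpf replicate and without the block of the array pair. *wdr55*, at -0.44 (adjusted p = 0.262), rose on its other probe (1.37, adjusted p = 0.00241) but under no setting. The values of other probes were looked up after seeing the data.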

Other observations

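The tallies of genes with no other probe and of genes without a symbol, in the last paragraph, were chosen only after the results were seen, and so were the genes named here that the fixed rule does not take.

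The genotype difference of stress genes shifted upward from 0 to 3.3 hpf (camera adjusted p = 0.0333 for the shift, adjusted p = 0.861 with an estimated correlation). Of 26 genes of the stress and p53 response, 3 were higher and 2 lower in *MZezh2* at 0 hpf (1 and 0 adjusted over the list alone, median -0.06, camera adjusted p = 0.805), and 5 were higher and 0 lower at 3.3 hpf (6 and 0, median 0.19, camera adjusted p = 0.0870). The higher ones at 3.3 hpf were the small heat shock gene *hspb1* (log2 fold change 3.57, against 1.86 at 0 hpf), the growth arrest genes *gadd45bb* (1.82, adjusted p = 0.0277 from limma), *gadd45ga* (1.28, adjusted p = 0.00873) and *gadd45aa* (0.96, adjusted p = 0.0147), and *jun* (0.37, adjusted p = 0.0494). *tp53* was at -0.28 and -0.16 at the stages and its target *mdm2* at -0.07 and -0.09. Of the genes that the paper followed by in situ hybridisation or, for *alcama* (dm-GRASP), by antibody staining, 6 were measured. Among them *alcama* was higher at both stages (1.90, adjusted p = 0.0132, and 1.64, adjusted p = 0.0326) and *en1a*, not well above background in wildtype, at least 2.11- and 2.69-fold higher, whereas the list did not pass (camera adjusted p = 0.356 and 0.188).

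No list of markers of other cell types passed the camera test at either stage. Of 11 blood genes 1 was higher and 2 lower at 0 hpf and 2 were higher at 3.3 hpf (camera adjusted p = 0.899 and 0.414), led by the leukocyte gene *coro1a* at 2.68 and 1.95. The 9 liver genes included 0 calls by limma at 0 hpf (1 higher at an unadjusted p under 0.05, camera adjusted p = 0.750) and *fgb* at 3.3 hpf (0.74, camera adjusted p = 0.307). Of 11 muscle and skin genes 2 were higher and 3 lower at 0 hpf (2 and 5 adjusted over the list alone, camera adjusted p = 0.356) and 1 higher and 2 lower at 3.3 hpf (3 and 3, camera adjusted p = 0.366), with the creatine kinase genes *ckma* at -0.96 and -0.67 (-0.56 and -0.28 on its other probe, the latter with adjusted p = 0.111) and *ckmb* at -0.81 and -0.63, whose other probe was at 0.19 and 0.28 (adjusted p = 0.177 and 0.109). At 3.3 hpf 3 ovarian follicle genes were higher (*cyp11a1.1* at 1.34, camera adjusted p = 0.171), and of the testis and sperm genes 4 were higher and 1 lower (*cimap1b* at 2.04, and 0.76 and 0.75 on its other probes, camera adjusted p = 0.118). The oocyte genes had 4 higher and 7 lower at 3.3 hpf (6 and 8 adjusted over the list alone, camera adjusted p = 0.160), with *figla* at 1.66 and *mos* at -1.07. The cell cycle genes had 2 higher and 3 lower (*ccnd3* at -1.84, camera adjusted p = 0.303), and the PRC2 genes 2 higher and 1 lower (3 and 1 adjusted over the list alone, *phf19* at 0.70, camera adjusted p = 0.679). For PRC1 the camera adjusted p at 3.3 hpf was 0.956. For the H3K27 demethylase and trithorax genes it was 0.300, with 0 calls by limma and 1 lower at an unadjusted p under 0.05. The members of the maternal activator list called at 3.3 hpf were *sox3* (2.11), *sox19a* (0.64) and *foxh1* (-0.60). Of these, *sox3* also stands in the first zygotic list and *sox19a* was well above background on no array of either genotype at 0 hpf. Median and mean differed in sign at 0 hpf for the demethylase and trithorax (0.04 and -0.07), oocyte (0.03 and -0.18), blood (-0.06 and 0.07), follicle (-0.05 and 0.34), testis (-0.01 and 0.14), PRC2 (0.13 and -0.18) and stress genes (-0.06 and 0.02), none of which passed.

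At 0 hpf 25 genes were more than 8-fold lower in *MZezh2*, 10 of them with a symbol, such as *pfkma*, *tmed1b* and *ezh2*. A sequence variant under a single probe would leave the gene's other probes unmoved, whereas 10 of 12 other probes, over 10 genes, were lower too (83.3%, median -2.38), with *mrpl16* (-0.29, adjusted p = 0.243) and an unnamed gene whose other probe did not pass either as exceptions, although a variant may still add to the size where the other probe fell less, as in *tmed1b* (-1.25), and for the 15 genes with no other probe a variant and a loss of mRNA cannot be told apart. A stretch of chromosome inherited with the *ezh2* mutation would hold such genes beside *ezh2*, yet of 185 tested neighbours in the order of genes 0.00% were so much lower and all 9 such genes with a symbol besides *ezh2* lay elsewhere, 0.09% of 9575 (Fisher's exact test, p = 1.00, where chance alone gives fewer than 1 neighbour), and 15 genes without a symbol have no place in that order, so that for them such a stretch cannot be told apart from other causes. Among the same neighbours 16.76% changed more than 2-fold either way, against 11.87% of the others (Fisher's exact test, p = 0.0510). What stays open is that parents of another strain background may carry alleles with low expression elsewhere in the genome, or that the mRNAs depend on Ezh2, and neither was tested.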
